# Targeting *HSF1* sensitizes cancer cells to HSP90 inhibition

**DOI:** 10.18632/oncotarget.991

**Published:** 2013-04-23

**Authors:** Yaoyu Chen, Jinyun Chen, Alice Loo, Savina Jaeger, Linda Bagdasarian, Jianjun Yu, Franklin Chung, Joshua Korn, David Ruddy, Ribo Guo, Margaret E. Mclaughlin, Fei Feng, Ping Zhu, Frank Stegmeier, Raymond Pagliarini, Dale Porter, Wenlai Zhou

**Keywords:** HSF1, cancer cells, HSP90 inhibitor, Melanoma, HCC, DEDD2

## Abstract

The molecular chaperone heat shock protein 90 (HSP90) facilitates the appropriate folding of various oncogenic proteins and is necessary for the survival of some cancer cells. HSP90 is therefore an attractive drug target, but the efficacy of HSP90 inhibitor may be limited by HSP90 inhibition induced feedback mechanisms. Through pooled RNA interference screens, we identified that heat shock factor 1(*HSF1*) is a sensitizer of HSP90 inhibitor. A striking combinational effect was observed when *HSF1* knockdown plus with HSP90 inhibitors treatment in various cancer cell lines and tumor mouse models. Interestingly, *HSF1* is highly expressed in hepatocellular carcinoma (HCC) patient samples and HCC is sensitive to combinational treatment, indicating a potential indication for the combinational treatment. To understand the mechanism of the combinational effect, we identified that a *HSF1*-target gene *DEDD2* is involved in attenuating the effect of HSP90 inhibitors. Thus, the transcriptional activities of *HSF1* induced by HSP90 inhibitors provide a feedback mechanism of limiting the HSP90 inhibitor's activity, and targeting *HSF1* may provide a new avenue to enhance HSP90 inhibitors activity in human cancers.

## INTRODUCTION

Molecular chaperones assist in the folding of nascent polypeptides and the correct assembly or disassembly of protein complexes [1, 2]. A majority of chaperones are the so-called heat-shock proteins (HSPs), which are expressed in response to increased temperature or a variety of other cellular stresses. Among them, heat shock protein 90 (HSP90) is a conserved molecular chaperone and is involved in stabilizing and activating more than 200 proteins[2]. Since many HSP90 ‘clients' are known oncogenic proteins, such as tyrosine kinases[3-5], steroid hormone receptors[6], AKT[7], HIF1α[8] and MMP2[9], that are known to sustain cancer cell growth, differentiation and survival. HSP90 chaperone machinery enables mutated oncoproteins to escape from misfolding and degradation and allows for malignant transformation [2, 10, 11]. Therefore, HSP90 is considered as a synthetic lethal target [12-14].

After the first HSP90 inhibitor, 17-AAG (tanespimycin), entered clinical trials in 1999, thirteen different HSP90 inhibitors are currently undergoing clinical evaluation in cancer patients in twenty-three active oncology trials [15]. Each of these inhibitors disrupts HSP90 activity by replacing ATP in the N-terminal nucleotide-binding pocket [11, 15]. NVP-AUY922 and NVP-HSP990 are novel, non-geldanamycin-derivative HSP90 inhibitors [16]. Both compounds showed significant antitumor activity in a wide range of mutated and wild-type cancer cell lines, primary tumor cells and animal models of cancer, including melanoma, myeloma, gastric cancer, non-small-cell lung cancer(NSCLC), hepatocellular cancer, sarcoma, and breast cancer [16-19]. Progress has also been made in terms of identifying sensitive cancer indications and effective drug combinations: in HER2+ breast cancer, HSP90 inhibitors block HER2 signaling and suppress tumor growth as the stability of HER2 protein is dependent on HSP90. In a Phase II clinical trial following combination of trastuzumab with 17-AAG treatment, a response rate of 24% was reported and clinical benefit was observed in more than 57% of evaluated patients[2, 20].

Although significant progress has been made and promising results have been seen in breast cancer patients receiving HSP90 inhibitor treatment, HSP90 inhibitor was also shown to lack efficacy in certain cancer types, such as melanoma. In a Phase II trial of 17-AAG in patients with metastatic melanoma, no objective anti-melanoma responses were observed [21]. Therefore, understanding the resistant mechanisms of cancer cells in response to HSP90 inhibition will help us to develop the effective combinational therapy with HSP90 inhibitor.

To identify the genetic modulators of HSP90 inhibition, we performed pooled shRNA screening to search the potential combinational targets of HSP90 inhibitor, and identified *HSF1* as a sensitizer of HSP90 inhibitor. HSF1 is a conserved transcription factor and a major regulator of the heat shock response [22, 23]. Beyond heat shock response, HSF1 also regulates a transcriptional program highly specific to malignant cell including cell cycle, cell signaling, metabolism, adhesion and translation [23-25]. Recently, eliminating HSF1 was showed to protect mice from tumors induced by mutation of the RAS oncogene or a hot spot mutation in tumor suppressor p53 and from DEN-induced hepatocellular carcinoma (HCC) formation [24, 26]. Loss of tumor suppressor NF1 activates HSF1 to promote carcinogenesis through dysregulated MAPK signaling [27]. Moreover, HSF1 knock-out or knock-down cells were shown to be more sensitive to HSP90 inhibitor [28-31]. Those studies indicate that HSF1 may play an important role in tumor initiation, development and maintenance, and contribute to cell sensitivity to HSP90 inhibitor. However, the functional role of HSF1 in human cancer cell resistance to HSP90 inhibitors and the mechanisms underlying the combination effect of *HSF1* knockdown and HSP90 inhibitors are not fully understood. Moreover, the downstream targets of HSF1 which may play a role in attenuating the effect of HSP90 inhibitor are not fully appreciated.

In this study, we observed that *HSF1* knockdown combined with HSP90 inhibitors led to striking inhibitory effects on cancer cell proliferation *in vitro* and tumor growth *in vivo*. *HSF1* knockdown combined with HSP90 inhibition facilitates the degradation of oncogenic proteins, induces cancer cell apoptosis, and decreases activity of the ERK pathway. HSF1 expression is significantly up-regulated in HCC, suggesting a tumor type that may be targeted by combinational treatment. Finally, we identify *DEDD2* as a HSF1 target gene involved in the resistance to HSP90 inhibition.

## RESULTS

### Pooled shRNA screening reveals that *HSF1* as a top sensitizer to HSP90 inhibitor

To identify genes that modulate the efficacy of HSP90 inhibition on tumor cell growth, we performed a large-scale RNA interference (RNAi) genetic screen with a collection of short hairpin RNA (shRNA) vectors targeting 1,000 human genes in A375 (Fig. 1A). A barcoding technique was used to identify genes whose suppression caused resistance or sensitivity to two separate concentrations of NVP-AUY922 (Fig. 1B). 163 and 360 shRNA constructs were significantly depleted form either low- or high-dose NVP-AUY922 treated samples (FDR<=0.15). Among those shRNA hits, 84 hits (including 81 genes) were common shRNA hits as shown in Venn diagram (Fig. 1C) and sensitizing genes or rescuing genes were also shown (Z score≥3, or Z score≤-3, Supplementary Table. S1). Among of these shRNA hits, *HSF1* and heat shock protein 90 alpha, class B member 1(*HSP90AB1*) knockdown scored as the most top sensitizers to HSP90 inhibition in A375 cells, and are known to regulate the cell response to heat shock conditions (Fig. 1D), which may reflect the potential feedback mechanism of HSP90 inhibition. Taking together, HSF1 is identified as a sensitizer of HSP90 inhibitor through pooled shRNA screening.

**Figure 1:**
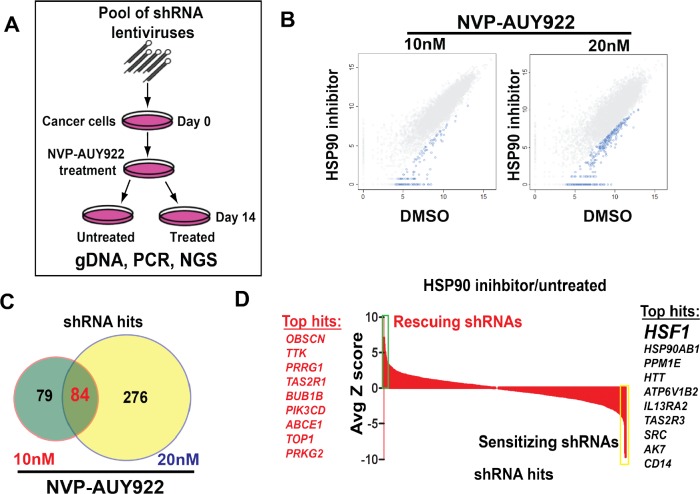
Pooled shRNA screening reveals that *HSF1* as a top sensitizer to HSP90 inhibitor A. The schematic of pooled shRNA screening experiment design. B. Scatter plots of log2 normalized read counts from pooled shRNA screening performed in A375 cells treated with 10nM/20nM NVP-AUY922 or control dimethyl sulfoxide (DMSO) samples. Hairpins that were statistically significantly depleted in NVP-AUY922 treated samples were highlighted in blue color. Each dot in the plot represents one individual shRNA construct. C. Venn diagram showed that 163 shRNAs were identified in lower dose NVP-AUY922 and 360 shRNAs were identified from higher dose NVP-AUY922 from pooled shRNA screening performed in A375 cell. 84 shared shRNAs were found between two experiments. D. Average Z score of shRNA hits from pooled shRNA screening performed in A375 cells was shown in a waterfall plot. Top sensitizing genes including *HSF1* were highlighted in yellow color while top rescuing genes were shown in green.

### *HSF1* knockdown sensitizes cancer cells to HSP90 inhibitor in vitro and *in vivo*

To validate whether *HSF1* was indeed a sensitizer of HSP90 inhibition, two *HSF1* inducible shRNA constructs by targeting distinct *HSF1* sequence were stably introduced into different cancer cell lines: A375, A2058 and HCT116. When shRNA expression was induced by Doxycycline, robust *HSF1* knockdown was achieved in all three cancer cell lines (Fig. 2A). We next tested whether *HSF1* knockdown has a combinational effect with NVP-AUY922 or NVP-HSP990. Induction of *HSF1* shRNA (but not the NTC shRNA) led to IC50 of NVP-HSP990 shifting from 19nM to 6nM in A375 cell, 12.7nM to 5.2nM in A2058 cell (Fig. 2B). The combination effect was even more dramatically observed in extended colony formation assays (Fig. 2C). In HCT116 cells, *HSF1* knockdown led to a significant shift of LD50 of either NVP-HSP990 or NVP-AUY922 (more than 6 fold change) (Fig. 2D). To further validate *HSF1* as a sensitizer of HSP90 inhibitor, the combinational effect of *HSF1* knockdown with HSP90 inhibitor was tested in A375 xenograft mouse model. *HSF1* shRNA alone inhibited tumor growth by 53% T/C, and knockdown was confirmed (Fig. 2E and F). NVP-HSP990 alone at tolerated dosage (10mg/kg PO, qw) inhibited tumor growth by 0.01% T/C (Fig. 2F). More strikingly, *HSF1* knockdown & NVP-HSP990 combination led to 76% tumor regression (Fig. 2F). HSP70 level induced by HSP90 inhibition was also significantly reduced upon *HSF1* knockdown (Fig. 2E). These results suggest that HSF1 is critical for limiting the efficacy of HSP90 inhibitor in human cancer cells both in *vitro* and in *vivo*.

**Figure 2:**
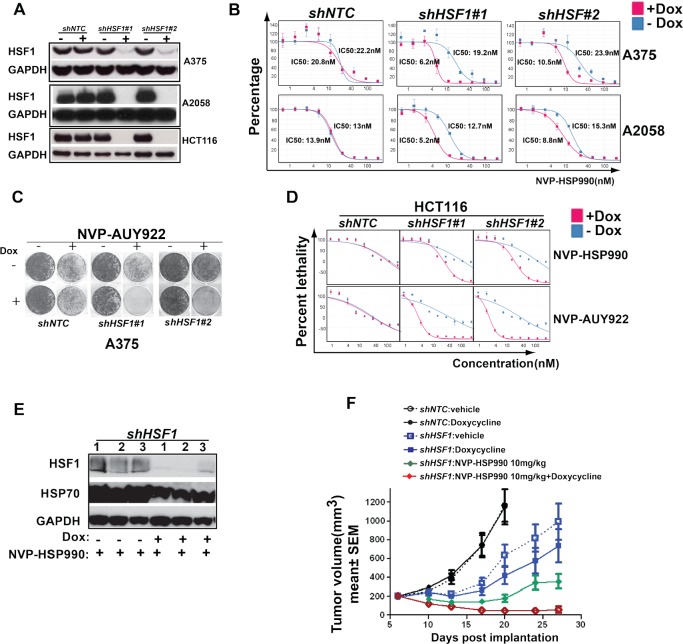
*HSF1* knockdown sensitizes cancer cells to HSP90 inhibitor *in vitro* and *in vivo* A. Western blotting analysis of HSF1 knockdown in A375, A2058 and HCT116 cells. *shNTC* or *shHSF1* transduced stable cell lines were treated with Doxycycline for 3 days and cell pellets were collected and western blotting was performed. B. IC50 of HSP90 inhibitor with or without *HSF1* knockdown. *shNTC* or *shHSF1* transduced cancer cells were treated with or without Doxycycline for 3 days, then followed by treatment of a serial dilutions of NVP-HSP990 for 5 days. Relative cell growth (average of at least 3 independent experiments) was measured by CellTiter-Glo and normalized to DMSO-treated cells. C. Cell colony formation assay of *HSF1* knockdown with HSP90 inhibitor treatment. *shNTC* or *shHSF1* transduced A375 cells were treated or untreated with Doxycycline for 5 days, then followed by compound treatment for 6 days. D. LD50s of HSP90 inhibitors: NVP-AUY922 and NVP-HSP990 with or without *HSF1* knockdown in HCT116 cells. *shNTC* or *shHSF1* transduced cancer cells were treated with or without Doxycycline for 3 days, then followed by being treated for 5 days with serial dilutions of NVP-HSP990 or NVP-AUY922. Relative cell growth (average of at least 3 independent experiments) was measured by CellTiter-Glo. Cell relative death rate was calculated. E. Western blotting analysis of tumor samples. Tumor samples were collected at the end of studies and western blotting analysis of HSF1, HSP70 and GAPDH were performed. F. The combinational effect of *HSF1* knockdown and HSP90 inhibitor in A375 xenograft mouse model. Tumor growth rate of A375 cells expressing inducible control shRNA or shRNA against *HSF1* under Doxycycline and/or NVP-HSP990 were compared at different time points. Tumor inhibition effects were calculated relative to control group at day 20.

### *HSF1* knockdown sensitizes HCC cells to HSP90 inhibition

To identify the cancer type which may be useful for the stratification of the combinational treatment, we examined HSF1 expression in TCGA database and found that *HSF1* is over-expressed in several tumor types (Supplementary Figure S1). Among them, we are particularly interested in HCC since HSF1 has been reported to be a key modulator of HCC development in mouse model [26]. *HSF1* mRNA was significantly elevated in HCC tumor in compared to normal control (Fig. 3A). To examine the protein expression of HSF1 in HCC patients, immunohistochemistry (IHC) study for HSF1 was performed on primary human HCC samples and non-neoplastic liver samples and the HSF1 antibody was validated by using Hep3B cell pellets with inducible *HSF1* shRNAs. HSF1 staining was significantly decreased in Hep3B cells treated with Doxycycline in comparison with cells without Doxycycline treatment (Supplementary Fig. S2). HSF1 staining was then scored in 50 human HCC tumor samples. Samples that were not immunoreactive (Ki67 negative) or had insufficient tumor were excluded from the analysis. HSF1 expression was not observed in non-neoplastic human hepatocytes of the 45 HCC tumor samples were evaluable, 35 HCC cases showed positive HSF1 staining (Fig. 3B and Table 2). The intensity of staining varied considerably from tumor to tumor. These results suggest that both mRNA and protein level of HSF1 expression are increased in HCC.

**Figure 3:**
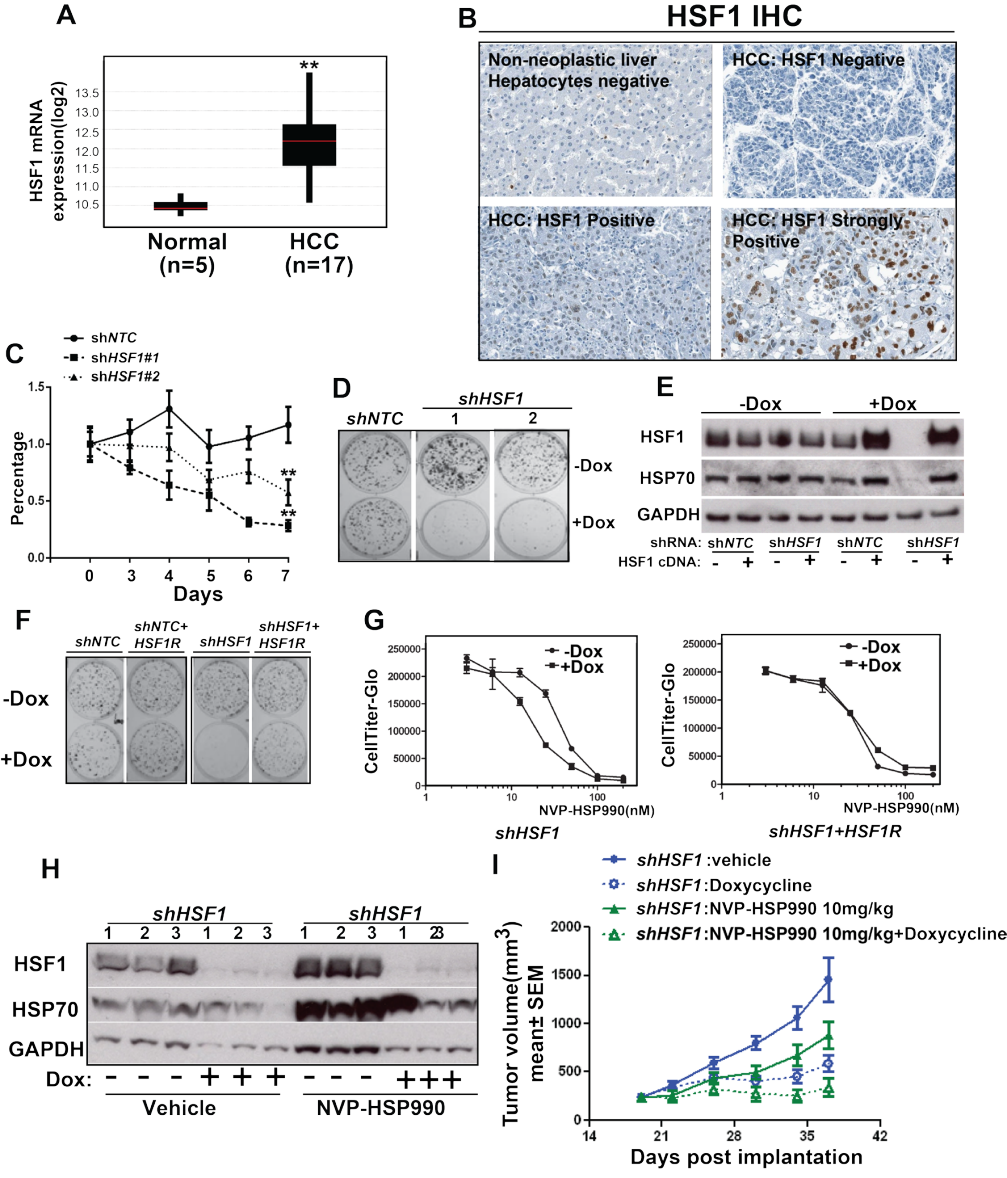
HSF1 knockdown sensitizes hepatocellular cancer cells to HSP90 inhibitor *in vitro* and *in vivo* A. The mRNA level of *HSF1* was measured among tumor samples from HCC patients compared to normal control. B. IHC showed the expression of HSF1 in primary human hepatocellular cancer. C. The cell growth curve of Hep3B cell with or without *HSF1* knockdown at different time points. *shNTC* or *shHSF1* transduced Hep3B cells were treated with or without Doxycycline for 7 days. Relative cell growth (average of at least 3 independent experiments) was measured by CellTiter-Glo and normalized to cells without Doxycycline treatment. D. Cell colony formation assay of *HSF1* knockdown in Hep3B cells. *shNTC* or *shHSF1* transduced Hep3B cells were treated with Doxycycline for 12 days. E. Western blotting analysis of Hep3B cells expressing the indicated shRNA and cDNA contruct. The inducible lenti-virus construct (*HSF1*R cDNA) was used to transduce Hep3B cells and expression of *HSF1R* cDNA with or without *HSF1* knockdown were tested. HSF1, HSP70 and GAPDH were detected by western blotting. F. Cell colony formation assay of over-expression of *HSF1*R cDNA in Hep3B cells with or without *HSF1* knockdown. G. The comparison of dose response of NVP-HSP990 in Hep3B cells with inducible expression of either *HSF1* shRNA alone or both *HSF1* shRNA and *HSF1R* cDNA. *HSF1* shRNA alone or both *HSF1* shRNA and *HSF1R* cDNA transduced cancer cells were treated with or without Doxycycline for 3 days, then followed by being treated for 5 days with serial dilutions of NVP-HSP990. H. Western blotting analysis of tumor samples. Tumor samples were collected at the end of studies and western blotting analysis of HSF1, HSP70 and GAPDH were performed. I. The combinational effect of *HSF1* knockdown and HSP90 inhibitor in Hep3B xenograft mouse model. Tumor growth rate of Hep3B cells expressing inducible control shRNA or shRNA against *HSF1* under Doxycycline and/or NVP-HSP990 were compared at different time points.

Next, we tested whether *HSF1* knockdown could inhibit the proliferation of HCC and whether there is a combinational effect of *HSF1* knockdown and HSP90 inhibitor in HCC cells. Indeed, both the cell proliferation and colony formation assay showed that *HSF1* knockdown inhibited the growth of HCC *in vitro* (Fig. 3C and D). In addition, *HSF1* knockdown sensitized both Hep3B and Huh7 cells to HSP90 inhibitor at different levels *in vitro* (Table 1). To evaluate whether the phenotype mediated by *HSF1* shRNA knockdown and the combination effect mediated by *HSF1* shRNA knockdown and HSP90 inhibition was on-target, RNAi-resistant *HSF1* (“HSF1R”) cDNA was expressed in Hep3B cells with inducible *HSF1* knockdown. *HSF1*R cDNA restored the expression of HSF1 and HSP70 in Hep3B cell lines when endogenous HSF1 and HSP70 expression was decreased by Doxycycline treatment (Fig. 3E). *HSF1*R cDNA expression rescued both growth phenotype medicated by *HSF1* knockdown (Fig. 3F) and the combinational effects caused by HSF1 knockdown and HSP90 inhibition (Fig. 3G), which indicate that the effects of the *HSF1* shRNA constructs are indeed on-target effects. The effect of *HSF1* knockdown on the proliferation of tumor cells was also tested in Hep3B xenograft mouse model. *HSF1* shRNA alone inhibited tumor growth by 71%, and knockdown was confirmed (Fig. 3H) and NVP-HSP990 alone at tolerated dosage (10mg/kg PO, qw) inhibited tumor growth by 47% (Fig. 3I). However, *HSF1* knockdown & NVP-HSP990 combination reduced the HSP90 inhibitor induced cell stress response and led to tumor stasis (Fig. 3H and I).

**Table 1:** *HSF1* knockdown sensitizes cancer cells to HSP90 inhibitor The combinational effect of *HSF1* knockdown and HSP90 inhibition was observed among 2 melanoma cell lines, 2 HCC lines and 1 colon cancer cell line

	*In vitro*		*In vivo*
Cell line	IC50	LD50	
A375	2.9	N/A	Regression
A2058	2	N/A	
HCT116	N/A	6.5	
Hep3B	2.1	1.9	Stasis
Huh7	3.1	7	

Average fold change of IC50 or LD50 of HSP90 inhibitor caused by HSF1 knockdown

**Table 2:** Immunohistochemistry study showed that the expression of HSF1 is significantly up-regulated in primary human hepatocellular cancer The expression of HSF1 was measured by immunohistochemistry (IHC) in hepatocellular carcinomas (50 Hep B virus positive cases, 2 cores/case).

Hepatocellular carcinoma			
Case coordinates	HSF1	Ki67	IgG
A1,2	POS-very weak	POS	NEG
A3,4	POS	POS	NEG
A5,6	POS-strong	TI	NEG
A7,8	POS	TI	NEG
B1,2	TI	TI	TI
B3,4	POS-strong	POS	NEG
B5,6	POS	POS	NEG
B7,8	POS-weak	POS	NEG
B9,10	POS-very weak	TI	NEG
B11,12	NEG	TI	NEG
C1,2	POS	POS	NEG
C3,4	NEG	POS	NEG
C5,6	NEG	POS	NEG
C7,8	POS	POS	NEG
C9,10	POS	POS	NEG
C11,12	POS	POS	NEG
D1,2	POS	POS	NEG
D3,4	NEG	POS	Brown pigment c/w lipofuscin
D5,6	POS	POS	NEG
D7,8	NEG	POS	NEG
D9,10	POS	POS	NEG
D11,12	POS-weak	POS	NEG
E1,2	NEG	POS	NEG
E3,4	POS-very weak	POS	NEG
E5,6	NEG	POS	Brown pigment c/w bile
E7,8	POS	POS	NEG
E9,10	POS-strong	POS	NEG
E11,12	POS-weak	POS	NEG
F1,2	POS-weak	POS	NEG
F3,4	POS-weak	POS	NEG
F5,6	NEG	POS	NEG
F7,8	POS-very weak	POS	NEG
F9,10	NEG	POS	NEG
F11,12	POS-weak	POS	NEG
G1,2	POS	POS	NEG
G3,4		NEG	NEG
G5,6		NEG	NEG
G7,8	POS-weak	POS	NEG
G9,10	POS-weak	POS	NEG
G11,12	POS-weak	POS	NEG
H1,2	POS-very weak	POS-very weak	NEG
H3,4	POS	POS	Minimal brown pigment
H5,6	POS-very weak	POS	NEG
H7,8	POS-very weak	POS-very weak	NEG
H9,10	POS-very weak	POS	NEG
H11,12	POS	POS	NEG
I1,2		NEG	NEG
I3,4	POS-very weak	POS	NEG
I5,6	NEG	POS	NEG
I7,8	NEG	POS	NEG
A9,10 (non-neoplastic)	Hepatocytes negative; inflammatory cells positive	TI	NEG
A11,12 (non-neoplastic)	Hepatocytes negative; inflammatory cells positive	TI	Brown pigment c/w lipofuscin

### Combination of *HSF1* knockdown and HSP90 inhibition leads to a decreased level of p-ERK and an increase of cell apoptosis

To understand the mechanism of the combination effects of *HSF1* knockdown and HSP90 inhibition, we tested: 1) whether *HSF1* knockdown may facilitate the degradation of HSP90 client protein by HSP90 inhibition, such as BRAF or HER2 oncogenic proteins; 2) whether HSP90 inhibition may enhance the attenuation of MAPK signaling mediated by HSF1 knockdown as recent finding suggests that *HSF1* deficiency attenuates MAPK signaling in mice[27] and 3) HSF1 may regulate other target genes rather than HSP70, which may play a role in attenuating the effect of HSP90 inhibition. Therefore, we examined the status of HSP90 client proteins and the downstream effects in cell treated with either *HSF1* shRNA or HSP90 inhibitor or combination of HSF1 shRNA and HSP90 inhibitor. HCT116 cells were treated with different doses of NVP-HSP990 and HSF1 knockdown in combination with NVP-HSP990 (5nM) reduced the HSP70, p-ERK and HER2 levels significantly while NVP-HSP990 or *HSF1* knockdown alone did not(Fig. 4A). HSF1 knockdown in combination with NVP-HSP990 (25nM) led increased cleaved PARP (Fig. 4A). The combination also led an enhanced degradation of BRAF in A375 cells (Fig. 4B). A decreased level of HSP70, p-ERK and increased level of cleaved PARP were also observed in melanoma cells (Fig. 4B) and hepatocellular cancer cells (Supplementary Fig. S3). To understand how *HSF1* knockdown affects the cell proliferation under HSP90 inhibitor treatment, cell cycle analysis was performed. *HSF1* knockdown didn't affect the percentage of cancer cells in cell cycle while HSP90 inhibitor caused more cancer cells into S+G2M phase (data not shown). In contrast, the percentage of cancer cells in the S+G2M phase was significantly decreased in *HSF1* knockdown group than in the control group under HSP90 inhibitor treatment(Fig. 4C), indicating that under HSP90 inhibition the knockdown of *HSF1* blocks cancer cells to enter the cell cycle, thereby decrease the proliferation of cancer cells. Next, we examined whether *HSF1* knockdown may enhance apoptosis of cancer cells under HSP90 inhibitor treatment by staining the cells with 7AAD and Annexin V. Similarly, *HSF1* knockdown didn't affect the apoptosis of cancer cells while HSP90 inhibitor induced the apoptosis of cancer cells (data not shown). *HSF1* knockdown further enhanced the apoptotic proportion of cancer cells under HSP90 inhibitor treatment (Fig. 4D). Thus, the combination treatment of *HSF1* knockdown and HSP90 inhibition facilitates the degradation of HSP90 client proteins, such as BRAF and HER2, inhibits MAPK growth signaling and results in cell cycles arrest and cell apoptosis.

**Figure 4:**
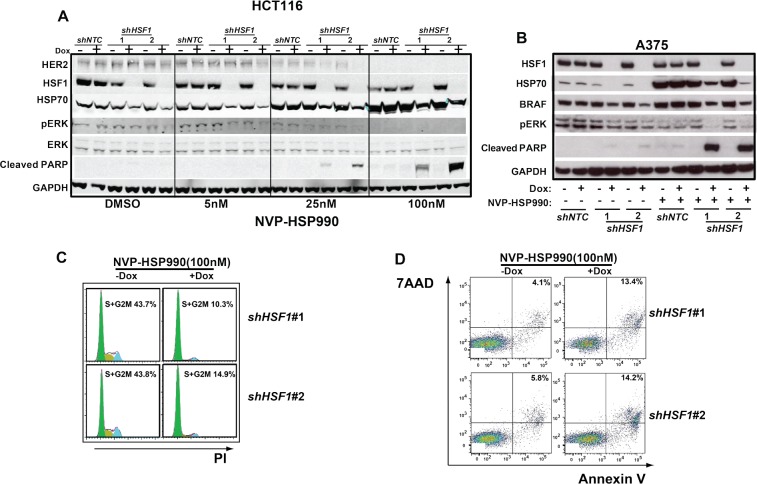
Combination of *HSF1* knockdown and HSP90 inhibitor leads to a decreased level of p-ERK and an increased cell apoptosis rate A. Western blotting analysis of HCT116 cells expressing the inducible sh*HSF1* treated with different doses of NVP-HSP990. *shNTC* or *shHSF1* transduced HCT116 cells were treated with or without Doxycycline for 3 days and were further treated with different doses of NVP-HSP990 for 48h. B. Western blotting analysis of A375 cells expressing the inducible shRNA treated with different doses of NVP-HSP990. *shNTC* or *shHSF1* transduced A375 cells were treated with or without Doxycycline for 3 days and were further treated with NVP-HSP990 100nM for 48h. C. Cell cycle analysis of A375 cells treated with NVP-HSP990 with or without *HSF1* knockdown. *shHSF1* transduced A375 cells were treated with or without Doxycycline for 3 days and were further treated with NVP-HSP990 100nM for 48h. The percentage of S+G2M cells were determined by PI staining. D. Cell apoptosis analysis of A375 cells with *HSF1* knockdown and NVP-HSP990 treatment. *shHSF1* transduced A375 cells were treated with or without Doxycycline for 3 days and were further treated with NVP-HSP990 100nM for 48h. The apoptotic cells represented by 7AAD+AnnexinV+ were determined by FACS.

### *DEDD2* is a HSF1-target gene involved in attenuation of the effect of HSP90 inhibitor

Previous studies suggest that *HSP70/HSC70* knockdown has a combinational effect with HSP90 inhibitor, which might partially account for certain extend of the combinational effect of *HSF1* knockdown with HSP90 inhibitor [32]. To identify additional HSF1-target genes, we compared the gene profiles in A375 cells with or without *HSF1* knockdown treated or untreated with HSP90 inhibitor. 

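HSF1 mRNA, the target of the knockdown, had MAS5 signals of 38.2 and 47.3 in the 2 arrays of shNTC cells with DMSO and of 36.6 and 47.9 in the 2 arrays of shNTC cells with Doxycycline and DMSO. In shHSF1 cells with NVP-HSP990 the signals were 99 and 42.5, and in shHSF1 cells with Doxycycline and NVP-HSP990 they were 5.5 and 7.3, below the median probe set of their arrays. With the knockdown, HSF1 fell by 1.87 on the log2 scale (standard error 0.29, adjusted p = 0.00754 from limma, 2 arrays against 2). Because the lower signals lie below the median, the size of the change depends on the value added before the log. It was -3.17 with 1 added and -0.90 with 64 in place of 16. Over the alternative fits the adjusted p was 0.00177 to 0.0652, the highest when only the 4 arrays of this comparison were fitted. Between shHSF1 cells with NVP-HSP990 and shNTC cells with DMSO, HSF1 had a log2 change of 0.49 (standard error 0.29, adjusted p = 1.00), and of -0.0018 without the first shHSF1 array with NVP-HSP990.
RNA of A375 cells, a human melanoma line, was measured on 8 HG-U133 Plus2 arrays, 2 in each of the 4 groups named above. The shNTC cells carried a non-targeting hairpin and the shHSF1 cells a hairpin against HSF1, and Doxycycline induced either one. Cells were grown for 3 days with or without Doxycycline and then treated with 100 nM NVP-HSP990, an HSP90 inhibitor, or with 0.1% DMSO, for 3 h. The paper's methods give Doxycycline at 100 ng/mL for induced cells. The growth protocol in the sample labels gives 100 ng/mL without separating the groups, while the sample titles mark 4 arrays as with Dox and the other 4 as without, and the groups here follow the titles and the paper. Both NVP-HSP990 groups are shHSF1 cells and both DMSO groups are shNTC cells, so the effect of the inhibitor and a difference between the 2 lines cannot be told apart in these arrays. The further groups in the heat map of Fig. 5A, shNTC cells with NVP-HSP990 and shHSF1 cells with DMSO, were not analysed here. The labels do not say whether the 2 arrays of a group came from separate cultures, so the p-values measure only the spread between arrays, which may be technical.
The authors made the signals with MAS5 on a linear scale, each array scaled to a trimmed mean of 150. From there, log2(signal + 16) was compared with limma for 1 probe set per gene, in a single model of all 8 arrays. The test covered 12672 genes with a signal at or above their own array's median probe set in at least 2 arrays, and a gene was called at an adjusted p under 0.05. The added 16 makes the fold changes of dim genes smaller. Median signals ranged from 10.6 to 14.2 per array, and the number of arrays limits the precision. On simulated data for the knockdown comparison with these 12672 genes, 77% of 100 genes changed by a log2 of 1 and 100% of 100 genes changed by a log2 of 2 were recovered, with 14 of 191 calls among unchanged genes.
Doxycycline in shNTC cells called 0 genes by limma, with 306 genes at an unadjusted p under 0.05 where chance gives 634. The methods' t-test gave 588 genes unadjusted. After adjustment it gave 0, as for the knockdown too. The signal ratio of the 3-prime to the 5-prime probe sets of ACTB, a measure of RNA quality, was 46.8 in the second array of shNTC cells with Doxycycline and 4.73 to 18.9 in the other arrays. Across all probe sets, the log2 values of the 28 pairs of arrays correlated at r = 0.980 to 0.995.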

Several genes are up-regulated by HSP90 inhibitor treatment and this upregulation are diminished by *HSF1* knockdown (Fig. 5A). Most of those genes belong to well-known HSF1-regulated cell stress pathway, such as: *HSPA1L, HSPA1A, HSPA6, HSPB1, HSPA4C and DNAJR1* (Fig. 5A). Among these top hits, apart from heat-shock pathway genes regulated by HSF1, BAG3 and DEDD2 are involved in cell death [33, 34]. 

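Some heat shock genes, HSPA6 first among them, rose with NVP-HSP990 and fell with HSF1 knockdown. HSPA6, an inducible HSP70, had signals of 8 and 15.5 in shNTC cells with DMSO, 1681 and 1328.5 in shHSF1 cells with NVP-HSP990, and 18.3 and 12.4 in shHSF1 cells with Doxycycline and NVP-HSP990. It rose by 5.78 on the log2 scale with the inhibitor (standard error 0.24, adjusted p = 2.79e-06 from limma, 2 arrays against 2) and fell by 5.60 with the knockdown (standard error 0.24, adjusted p = 3.88e-06). Its lower signals lie near the arrays' medians, so the sizes depend on the value added before the log. They were 6.94 and -6.54 with 1 added and 4.36 and -4.30 with 64. HSPA1L and HSPA4L, also of the HSP70 family, rose by 2.23 and 2.19 (standard error 0.20 and adjusted p = 0.00121 for each) and fell by 2.19 and 2.23 (adjusted p = 0.000478 and 0.000473). For HSPA1L the changes became 3.26 and -3.17 with 1 added before the log. With 64 they were 1.20 and -1.19. DNAJB4, an HSP40 cochaperone, rose by 2.25 (standard error 0.24, adjusted p = 0.00338, and 0.0590 without the second shNTC array with DMSO) and fell by 1.66 (adjusted p = 0.00539, and 0.0588 when only the 4 arrays of this comparison were fitted).
In all, 16 genes rose with NVP-HSP990 and fell with the knockdown, with median log2 changes of 1.55 and -1.85. They were HSPA6, HSPA1L, HSPA4L, DNAJB1, DNAJB4, HSPB1, CRYAB, BAG3, DEDD2, SERPINH1, HMOX1, IER5L, ZFAND2A, MXD1, ENGASE and DMRT1. SERPINH1, the collagen chaperone of the ER, fell by 2.11 with the knockdown (standard error 0.20, adjusted p = 0.000579). IER5L fell by 1.90 (standard error 0.22, adjusted p = 0.00187), and HMOX1, the inducible heme oxygenase, by 1.91 (standard error 0.30, adjusted p = 0.00918, and 0.0617 without the second shHSF1 array with Doxycycline). The calls of their rises held less well, while the values stayed above 1. That of SERPINH1 (1.36, adjusted p = 0.0282) was lost without any 1 of 4 arrays (1.24 to 1.48, adjusted p = 0.0665 to 0.489), and that of IER5L (1.48, adjusted p = 0.0292) without any 1 of 6 (1.23 to 1.72, adjusted p = 0.0546 to 0.489). That of HMOX1 (2.04, adjusted p = 0.0292) was lost without any 1 of 3 (1.68 to 2.16, adjusted p = 0.0978 to 0.386). For MXD1 (1.29), ENGASE (1.28) and DMRT1 (1.12) the calls of the rise were lost without any 1 of 4, 4 and 8 arrays (adjusted p = 0.0540 to 0.545). Their values there were 1.24 to 1.33, 1.23 to 1.33 and 1.00 to 1.25. These calls were also lost in 3, 2 and 6 other settings, at 0.89 to 1.30, 1.25 to 1.28 and 1.08 to 1.62. Over all settings the rise of DMRT1 ranged from 0.58 to 1.62. The calls of the fall of MXD1 and DMRT1 were lost without any 1 of 5 and 2 arrays (-0.92 to -0.62 and -0.997 to -0.968). They were also lost in 4 and 1 other settings. For MXD1 the values there were -0.92 to -0.42 (adjusted p = 0.0531 to 0.206), beside -0.89 in the main setting. In cells with both the knockdown and the inhibitor, the 16 genes went both ways against shNTC cells with Doxycycline and DMSO, with a median of 0.10 on the log2 scale. Limma called ZFAND2A higher (0.56, adjusted p = 0.0473) and BAG3 (-0.84), HSPB1 (-1.14) and SERPINH1 (-0.79, adjusted p = 0.0476) lower, and did not call the other 12. With each array left out in turn, 0 of the 16 were called higher and 0 to 2 lower.
NVP-HSP990 changed 28 of 12672 genes, 25 higher and 3 lower, with 628 at an unadjusted p under 0.05 where chance gives 634. This comparison also differs in the hairpin line. The knockdown changed 360 genes, 126 higher and 234 lower. With only the 4 arrays of this comparison it changed 95, 25 higher and 70 lower. It changed 221 with no filter, 207 at a fold of at least 2 and 752 with a replicate block. With no filter NVP-HSP990 changed 16 genes and both calls held 9, and with the block 44 and 25. Independent calls would share 0.462 genes in place of 16. Because both comparisons use the shHSF1 arrays with NVP-HSP990, unchanged groups were simulated with the same sharing, which gave at most 1 shared gene in 100 simulations. Unchanged groups give few calls at all, so this count does not measure what the sharing adds to 16. Across genes the 2 changes correlated at r = -0.287, beside -0.5005 on average in the simulations. Their covariance was -0.0261, beside -0.0235 (-0.0250 to -0.0222). The deviations of same-numbered arrays from their group means correlated at 0.276 between the NVP-HSP990 groups and at 0.685 between the knockdown groups. Arrays simulated as independent lack this, so neither the correlation nor the covariance can be judged against the simulations. With any 1 array left out, the changes of the 16 genes stayed at 1.00 or more with NVP-HSP990 and at -0.62 or below with the knockdown. This argues against any 1 shared array as the source of both changes in these genes. The overlap was not counted with a different shared array in each comparison, so part of the excess may still come from the sharing. Of the 18 genes of Fig. 5A, 15 could be tested under the names given there. Of these, 9 rose with NVP-HSP990 (12 adjusted over the list alone) and 13 fell with the knockdown (13 adjusted over the list alone). The list's median was 1.48 with NVP-HSP990 (camera, adjusted p = 9.64e-37, and adjusted p = 0.00774 with an estimated correlation) and -1.80 with the knockdown (adjusted p = 4.57e-23, and adjusted p = 0.0194 with an estimated correlation). The study chose these genes on the same samples, so their count is not independent evidence of the direction.
Without the first or the second shNTC array with DMSO, NVP-HSP990 changed 12 and 5 genes, the knockdown 208 and 206, both calls held 8 and 4 genes, and 5 and 4 genes of Fig. 5A rose. Without the first or the second shHSF1 array with NVP-HSP990 the knockdown changed 155 and 217 genes and both calls held 9 and 9. Without the first, 5 genes of Fig. 5A rose, and without the second NVP-HSP990 changed 14 genes. Without either array with Doxycycline and NVP-HSP990 the knockdown changed 195 and 123. From the profiles with and without the knockdown, the paper looks for further HSF1 target genes, and it states that the inhibitor raises several genes and that HSF1 knockdown diminishes this rise.

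**Figure D1:**
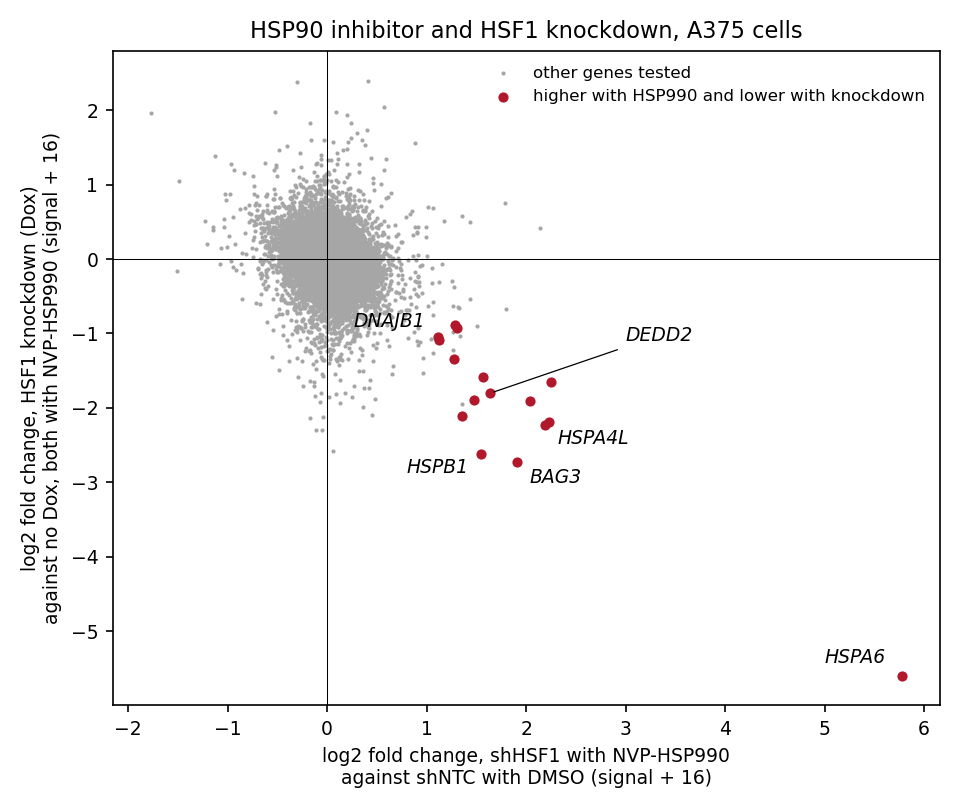
Log2 fold change of each of the 12672 genes tested with NVP-HSP990 in shHSF1 cells against DMSO in shNTC cells (horizontal axis) and with HSF1 knockdown under NVP-HSP990 (vertical axis), from log2(signal + 16). The 16 genes called in both, in red, lie at the lower right, HSPA6 farthest out at 5.78 and -5.60.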

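Of 14 genes of the HSP70 and HSP110 family, which refold and hold unfolded proteins, 10 could be tested. HSPA6, HSPA1L and HSPA4L rose with NVP-HSP990 and fell with the knockdown (5 rose and 4 fell when adjusted over the list alone). HSPH1, which encodes an HSP110, fell by 1.26 on the log2 scale (standard error 0.18, adjusted p = 0.00539 from limma, 2 arrays against 2, and 0.0514 without the first shHSF1 array with Doxycycline). Of 10 small heat shock proteins, 6 could be tested, of which HSPB1 and CRYAB rose and HSPB1, CRYAB and HSPB8 fell (3 and 3 adjusted over the list alone). HSPB1, or HSP27, rose by 1.54 (standard error 0.20, adjusted p = 0.0120) and fell by 2.62 (standard error 0.20, adjusted p = 0.000243), and CRYAB, a lens crystallin that also acts as a chaperone, rose by 1.57 (adjusted p = 0.00638) and fell by 1.59 (adjusted p = 0.00187). The CRYAB signals of 7.4 and 4.2 in shNTC cells with DMSO and of 6.6 and 4.2 with the knockdown lie below the arrays' medians. The sizes therefore depend on the value added before the log. The changes were 2.90 and -2.97 with 1 added and 0.69 and -0.70 with 64. The rise of HSPB1 had an adjusted p of 0.131 and 0.167 without the first and the second shNTC array with DMSO and of 0.0604 without the first shHSF1 array with NVP-HSP990, and that of CRYAB one of 0.134 without the second shNTC array with DMSO. With those 3 left out in turn, 1, 0 and 1 small heat shock proteins rose. The fall of HSPB8 (-1.03, standard error 0.23, adjusted p = 0.0406) lost its call without any 1 of 6 arrays (-1.21 to -0.85, adjusted p = 0.0830 to 0.184), all arrays but those of shNTC cells with Doxycycline.
Of 17 HSP40 genes, whose products bring substrates to HSP70, 16 could be tested, and DNAJB1 and DNAJB4 rose (3 adjusted over the list alone) while DNAJB1, DNAJB4 and DNAJA1 fell (4 adjusted over the list alone). The call of DNAJA1 (-0.75, standard error 0.16, adjusted p = 0.0385) was lost without any 1 of the 6 arrays outside shNTC cells with Doxycycline (-0.86 to -0.64, adjusted p = 0.0936 to 0.223) and in 2 other settings. DNAJB1 rose by 1.11 (standard error 0.18, adjusted p = 0.0407) and fell by 1.05 (standard error 0.18, adjusted p = 0.0130). The call of its rise was lost without any 1 of the 6 arrays outside shNTC cells with Doxycycline (1.08 to 1.15, adjusted p = 0.0908 to 0.605). That of its fall was lost without any 1 of the 4 arrays of shHSF1 cells (-1.097 to -1.001, adjusted p = 0.0594 to 0.123). These values are from its brightest probe set. With all probe sets tested singly, its other probe set rose by 2.36 (standard error 0.15, adjusted p = 0.000142) and fell by 2.26 (adjusted p = 0.000145), and both calls held with each array left out, while the rise on the brightest had an adjusted p of 0.0548. Without the second shNTC array with DMSO 0 HSP40 genes rose, and 1 rose without any other of those 6. Without any 1 shHSF1 array 1 HSP40 gene fell.
Of 16 genes for HSP90 and its cochaperones, 15 could be tested, and FKBP5, a prolyl isomerase that binds HSP90 and steroid receptors, fell by 1.92 with the knockdown (standard error 0.16, adjusted p = 0.000473, 2 genes adjusted over the list alone or without the first shHSF1 array with NVP-HSP990). With NVP-HSP990 limma called 0 of these genes (0 adjusted over the list alone, 2 at an unadjusted p under 0.05, and 1 called without the first shHSF1 array with NVP-HSP990), and HSP90AA1 and HSP90AB1, the cytosolic HSP90 genes, had log2 changes of 0.12 and -0.15. Without the first shNTC array with DMSO the value of HSP90AA1 was -0.085, and with the mean of all probe sets that of HSP90AB1 was 0.035. Of 6 BAG genes, all tested, BAG3 alone was called, higher with the inhibitor and lower with the knockdown (1 and 1 adjusted over the list alone). Of 10 chaperonin genes, 9 could be tested and limma called 0 in either comparison (0 adjusted over the list alone, and 0 and 1 at an unadjusted p under 0.05), with medians of -0.02 (mean 0.01) and -0.10.
With NVP-HSP990, camera called the HSP70 and HSP110 family (median 0.53, adjusted p = 4.43e-12), the HSP40 family (0.14, adjusted p = 0.00183), the small heat shock proteins (0.82, adjusted p = 8.83e-07) and the BAG family (0.14, adjusted p = 0.0230, and 0.138 without the first shHSF1 array with NVP-HSP990) higher than other genes. Of these, only the small heat shock proteins passed with an estimated correlation (adjusted p = 0.0470 with an estimated correlation, beside 0.0687, 0.0760 and 0.164 for the others in that order). Over the other settings the median of the small heat shock proteins ranged from 0.18 to 1.02 with NVP-HSP990 and from -0.94 to -0.20 with the knockdown, nearest 0 with no filter. With the knockdown the HSP70 and HSP110 family (median -0.32, adjusted p = 5.46e-07), the HSP40 family (-0.08, adjusted p = 0.0444), the small heat shock proteins (-0.71, adjusted p = 0.000153) and HSP90 with its cochaperones (-0.30, adjusted p = 0.000824) were lower, and none of them passed with an estimated correlation (adjusted p = 0.227, 0.270, 0.146 and 0.270 with an estimated correlation). The HSP40 call was lost without the second shHSF1 array with NVP-HSP990 (adjusted p = 0.189), without the first with Doxycycline (0.215), and with other settings, and the cochaperone call without the latter (0.0933). HSP90 with its cochaperones and the chaperonins did not pass with NVP-HSP990 (adjusted p = 0.0865 and 0.934), nor did the chaperonins and the BAG family with the knockdown (0.343 and 0.407, the latter with a median of 0.02 and a test direction of down).
Of the 16 genes called in both comparisons, 8 (50%) were on these 6 lists, which hold 62 of the 12672 genes tested (Fisher's exact test, two-sided, p = 2.57e-15). Without the second shNTC array with DMSO this count was 4 of 4. On the 18 genes of Fig. 5A the tally was 8. The 3 probe sets of HSPA1A are also assigned to HSPA1B, and 1 of them to HSPA1L as well, so their values cannot be given to any 1 of these genes. With all probe sets tested singly, the probe set of the 3 genes rose by 3.57 (standard error 0.17, adjusted p = 1.64e-05) and fell by 3.73 (adjusted p = 1.06e-05), and both calls held with each array left out. A second rose by 2.37 (standard error 0.28, adjusted p = 0.0115) and fell by 1.94 (adjusted p = 0.00839). The call of the rise was lost without any 1 array of shNTC cells with DMSO or of shHSF1 cells with NVP-HSP990 alone (0.0610 to 0.157), and that of the fall without the second of the latter (0.0559) and the first with Doxycycline (0.0634). The third had log2 changes of 0.97 (adjusted p = 0.627) and -0.95 (adjusted p = 0.119), and passed in both without either shNTC array with Doxycycline. HSPA4C and DNAJR1 match no gene symbol, and the heat map of Fig. 5A has HSPA4L and DNAJB1.

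**Figure D2:**
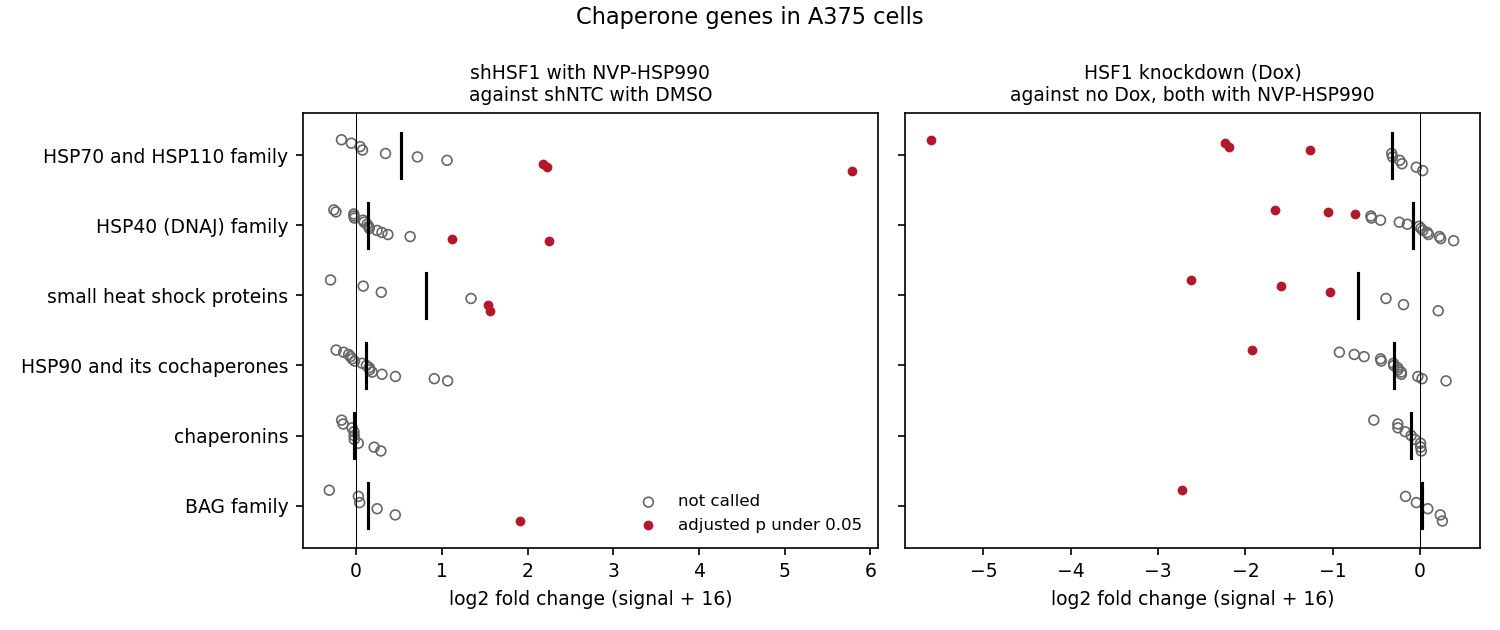
Log2 fold change (horizontal axis, from signal + 16) of each tested gene of the 6 chaperone lists, with NVP-HSP990 in shHSF1 cells against DMSO in shNTC cells (left) and with HSF1 knockdown under NVP-HSP990 (right). Filled points have an adjusted p under 0.05, open points do not, and bars are list medians, which for the small heat shock proteins lie at 0.82 and -0.71 and for the chaperonins at -0.02 and -0.10.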

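BAG3, a cochaperone of HSP70 that also takes part in autophagy and cell survival, was among the genes with the largest changes in both directions. Its signal was 649 and 719 in shNTC cells with DMSO, 601 and 795 with Doxycycline and DMSO, 2510 and 2700 in shHSF1 cells with NVP-HSP990, and 391 and 368 with Doxycycline and NVP-HSP990. BAG3 rose by 1.91 on the log2 scale with the inhibitor (standard error 0.17, adjusted p = 0.00121 from limma, 2 arrays against 2) and fell by 2.73 with the knockdown (standard error 0.17, adjusted p = 5.56e-05), and both calls held in all 19 alternative limma fits, 8 of them with 1 array left out. With the knockdown and the inhibitor together BAG3 was below its level in shNTC cells with Doxycycline and DMSO (log2 change -0.84, standard error 0.17, adjusted p = 0.0161). That call was lost without the first or the second shHSF1 array with Doxycycline (adjusted p = 0.0533 and 0.101) and without the second shNTC array with Doxycycline (0.0842).
DEDD2, a death effector domain protein, rose by 1.64 with the inhibitor (standard error 0.21, adjusted p = 0.0117) and fell by 1.80 with the knockdown (standard error 0.21, adjusted p = 0.00189). The call of the rise was lost without the first or the second shNTC array with DMSO (1.69 and 1.58, adjusted p = 0.112 and 0.178), without the first shHSF1 array with NVP-HSP990 (1.47, adjusted p = 0.0665), and with the ACTB 3-prime to 5-prime ratio as a covariate, a setting chosen after seeing the data (1.63, adjusted p = 0.0552). The fall held in all 19 alternative limma fits.
Of 23 apoptosis and death effector genes, 19 could be tested, and DEDD2 was the only member called, higher with the inhibitor (1 adjusted over the list alone) and lower with the knockdown (3 lower and 1 higher adjusted over the list alone). Without those 3 arrays 0 members rose, with 2 at an unadjusted p under 0.05 on all arrays, and 2 fell without the second shHSF1 array with Doxycycline or the first with NVP-HSP990 alone. As a list they did not pass, with medians of 0.07 and -0.13 (camera, adjusted p = 0.168 and 0.230).

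**Figure D3:**
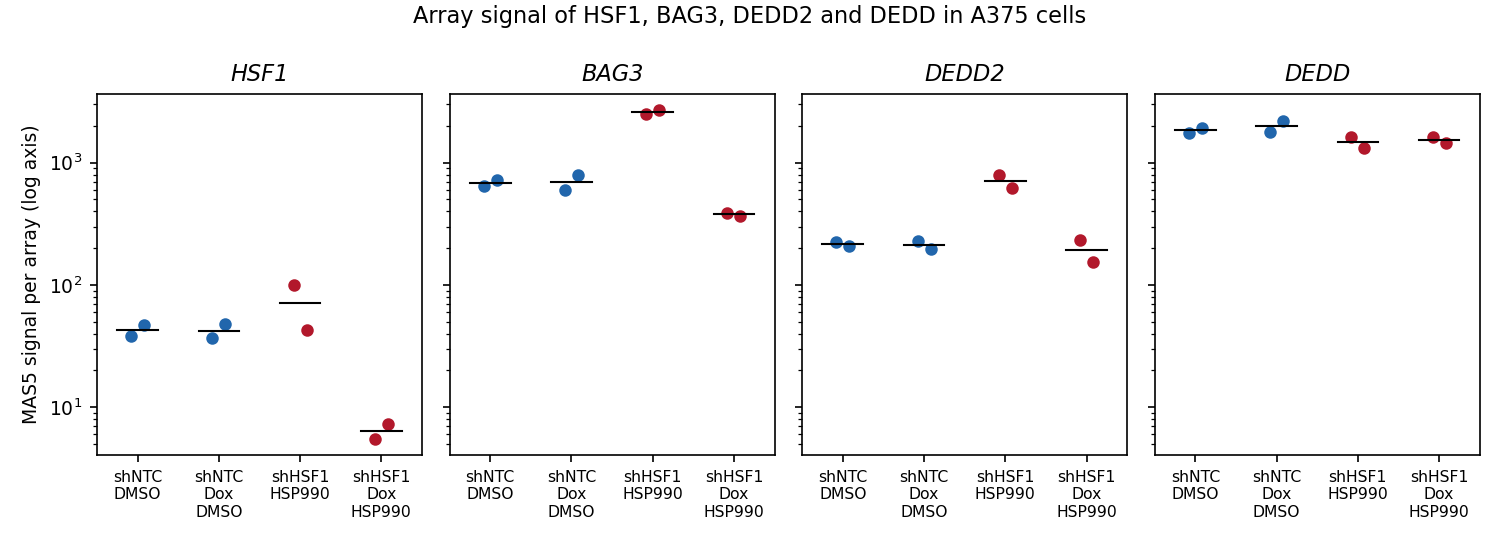
MAS5 signal per array (log axis) of HSF1, BAG3, DEDD2 and DEDD in the 4 groups of A375 cells, with shNTC cells in blue, shHSF1 cells in red, 2 points per group for its arrays and a bar for their mean. BAG3 and DEDD2 are highest in both shHSF1 arrays with NVP-HSP990 alone, and HSF1 is lowest in both with Doxycycline and NVP-HSP990.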

Previously, BAG3 was identified as a HSF1 target gene and DEDD2 was defined as one of genes included in the molecular signature in response to the HSP90 inhibitor [35-37]. BAG3, a member of the Bcl-2-associated athanogen family, was reported as a mediator of a novel macroautophagy pathway that uses the specificity of HSP70 to misfolded proteins [33]. DEDD2 associates with DEDD and is involved in the regulation of nuclear events mediated by the extrinsic apoptosis pathway [37]. DEDD2 might be an important mediator for death receptors and target caspases to the nucleus [34]. However, the functional roles of BAG3 and DEDD2 in cancer cell response to HSP90 inhibition are not explored. Therefore, we decided to further validate whether *BAG3* and *DEDD2* may play a role in the combinational effect mediated by *HSF1* knockdown and HSP90 inhibition. Like *HSP70*, both *BAG3 and DEDD2* mRNA expression were increased upon HSP90 inhibition, which were abolished upon *HSF1* knockdown (Fig. 5B and Supplement Fig. S4). DEDD2 protein expression was not significantly regulated by HSP90 inhibition, but its basal level was decreased upon *HSF1* knockdown (Fig.5C). In comparison, HSP70 protein level was significantly increased by HSP90 inhibition, which was abolished by *HSF1* knockdown (Fig.5C). Furthermore, DEDD2 expression was elevated by over-expression of HSF1 (Fig. 5D). ChIP experiment also showed that HSF1 is bound to *DEDD2* promoter in response to HSP90 inhibition (Fig. 5E). These results suggest that *DEDD2* is a direct target gene of HSF1. *DEDD2* knockdown alone mildly enhances effect of HSP90 inhibitor (Fig. 5F). In comparison, BAG3 knockdown did not affect the activity of HSP90 inhibitor (Supplement Fig. S5). Taking consideration of the possible redundancy function of DEDD and DEDD2, knockdown of both *DEDD* and *DEDD2* was performed by using siRNA in the combinational experiment and a significant combinational effect with HSP90 inhibitor was observed (Fig. 5F). Thus, these results suggest that DEDD2 is involved in compensation mechanism of HSP90 inhibitor.

**Figure 5:**
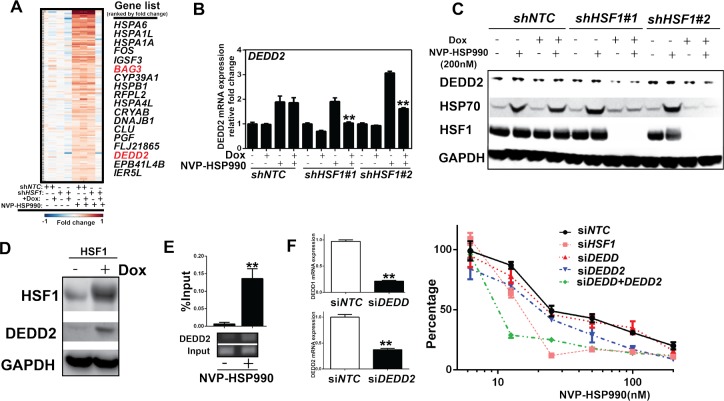
*DEDD2* is a HSF1-target gene involved in attenuation of the effect of HSP90 inhibitor A. Heat map showing that genes were up-regulated by HSP90 inhibitor, but the upregulation was abolished by *HSF1* knockdown. *shNTC* or *shHSF1* transduced A375 cells were treated with or without Doxycycline for 3 days and were further treated with NVP-HSP990 100nM for 3h. Total RNA were collected and microarray was performed. B. Real-time PCR analysis of the expression of *DEDD2* gene in cells under HSP90 inhibitor treatment with or without *HSF1* knockdown. C. Western blotting analysis of protein expression in cells treated with HSP990 and *HSF1* shRNA. *shHSF1* transduced A375 cells were treated with or without Doxycycline for 3 days and were further treated with NVP-HSP990 100nM for 24h. D. Western blotting analysis of DEDD2 expression in cells with over-expression of *HSF1*. Inducible *HSF1* over-expressed cells were treated by Doxycycline for 3 day. The expression of HSF1 and DEDD2 were measured by western blotting. E. ChIP with HSF1 antibody in cells treated with NVP-HSP990. A375 cells were treated with HSP90 inhibitor for 1 hour. Chromatin was immunoprecipotated with anti-HSF1 antibody and amplified by quantitative real-time PCR using primers around HSE element of *DEDD2* gene promoter. F. Dose response of NVP-HSP990 in cancer cells with knockdown of either or both *DEDD* and *DEDD2*. A375 cells were treated with or without siRNA for 2 days, then followed by treatment of a serial dilutions of NVP-HSP990 for 3 days. Total RNA were also collected and real-time PCR was performed. Relative cell growth was measured by CellTiter-Glo and normalized to DMSO-treated cells.

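Of the genes in the heat map that were not called in both comparisons, CLU, FOS, CYP39A1 and IGSF3 fell with the knockdown. CLU, the secreted chaperone clusterin, had a log2 change of 1.36 with NVP-HSP990 (standard error 0.25, adjusted p = 0.0964 from limma, 2 arrays against 2) and fell by 1.94 with the knockdown (adjusted p = 0.00320). The rise of CLU passed without the first or the second shHSF1 array with Doxycycline (adjusted p = 0.0361 and 0.0365). FOS, an immediate early transcription factor, had signals of 7.8 and 9.3 in shNTC cells with DMSO and of 22.5 and 21.9 with NVP-HSP990, near the arrays' medians, a log2 change of 0.64 (standard error 0.16, adjusted p = 0.293), and fell by 0.68 (adjusted p = 0.0477). The change was -1.40 with 1 added before the log and -0.26 with 64. The call of the fall of FOS was lost without any 1 of the 8 arrays (-0.70 to -0.66, adjusted p = 0.0689 to 0.227). CYP39A1, an oxysterol hydroxylase, had a log2 change of 0.82 with NVP-HSP990 (standard error 0.19, adjusted p = 0.262) and fell by 1.06 (adjusted p = 0.0162). The change was -2.41 with 1 added before the log and -0.40 with 64. The call was lost without the first or the second shHSF1 array with Doxycycline (0.0609 and 0.102) and without the first with NVP-HSP990 alone (0.0955). IGSF3, a membrane protein of the immunoglobulin superfamily, fell by 1.63 with the knockdown (standard error 0.19, adjusted p = 0.00178), beside a log2 change of 0.13 with NVP-HSP990 (adjusted p = 1.00). Its 3 other probe sets were also negative with the knockdown, and 1 of them was called. Over all settings the knockdown change ranged from -1.80 to -0.98 for IGSF3 and from -2.26 to -1.13 for CLU.
PGF, placental growth factor, was not called on its brightest probe set, with log2 changes of 0.13 and -0.06 (standard error 0.41 for each), and its other probe set had changes of 0.98 (adjusted p = 0.233) and -1.14 (adjusted p = 0.0203, and 0.0784 to 0.159 without any 1 of the 4 shHSF1 arrays). EPB41L4B had log2 changes of -0.0017 (standard error 0.20, adjusted p = 1.00) and 0.31 (adjusted p = 0.506) on its brightest probe set. Its 2 other probe sets above the filter had the opposite sign in both comparisons and were not called. With NVP-HSP990 they were at 0.16 and 0.011. With the knockdown they were at -0.61 (adjusted p = 0.142) and -0.020. RFPL2 was below the filter on signal. FLJ21865 matched no gene symbol under that name, so the counts for the heat map leave it out even if it was measured under another. The heat map is ranked by fold change. Across the 15 genes tested, its order and the NVP-HSP990 log2 change here had a Spearman rho of 0.39 (permutation test, two-sided, p = 0.156), and genes are not independent replicates.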

## DISCUSSION

Under heat shock condition, HSF1 monomers dissociate from HSP90, undergo trimerization, nuclear translocation and subsequently upregulate expression of heat shock proteins, including HSP70 and HSP27 [32]. The inhibition of HSP90 also increases HSF1 trimer stability and prolongs the heat shock response [38]. Previously, studies suggest that HSF1 transcriptional activity is upregulated by HSP90 inhibition, which may limit the efficacy of HSP90 inhibitors through the activation of heat-shock responsive genes including HSP27 and HSP70 [32]. However, the functional role of HSF1 itself in response to HSP90 inhibition is not fully appreciated. We found that knockdown of *HSF1* sensitizes cancer cells to HSP90 inhibitors in many different cancer lineages, including melanoma (A375, A2058), hepatocellular carcinoma (Hep3B, Huh7) and colon cancer (HCT116). More importantly, the combination of *HSF1* knockdown with HSP90 inhibition prevents tumor growth significantly in xenograft mouse model (stasis or regression). We also observed that the combined treatment with *HSF1* shRNA and HSP90 inhibitor leads to reduction of HSP90 inhibitor-induced HSP70 expression and p-ERK signal and induction of cleaved PARP.

Targeting HSF1 in combination with HSP90 inhibitor in HCC is particularly interesting because HSF1 expression level, both in mRNA and protein, is remarkable higher in primary HCC sample than normal hepatocytes. HSF1 knockout mice are viable and healthy, suggesting that inhibition of HSF1 might not be toxic to normal tissues [24]. Apart from combination with potential HSF1 inhibition, HSP90 inhibitor was also proposed to combine with mTOR inhibitor since blocking HSP90 may disrupt rapamycin-induced activation of alternative signaling pathways in HCCs and substantially improve the growth-inhibitory effects of mTOR inhibition *in vivo* [39]. HCC is an aggressive human cancer and current therapies are not very effective. HSP90 inhibitor in combination with HSF1 inhibitor or mTOR inhibitor may provide an additional therapeutic strategy for HCC.

The question is how to drug HSF1 as a transcription factor. A promising approach to target *HSF1* is to use therapeutic siRNA to knockdown *HSF1*. Although a significant progress has been made in developing siRNA therapy, there are still many hurdles to overcome [31]. Many efforts have also been put into drugging the HSF1 pathway. A couple of small compounds have been identified to have the ability to inhibit heat shock-induced upregulation of HSP and other HSF1 targets in cells, such as quercetin and KNK437[40]. In particular, the anti-malaria drug quinacrine (QC) was showed to prevent heat shock response in cancer cells and suppresses HSF1 induced HSP70 expression in a relatively selective manner [41]. In future, developing the potent and selective HSF1 pathway inhibitors might eventually be useful for treating human cancer in combination with HSP90 inhibitor or other agents.

We also compared the gene profile between melanoma cells treated with HSP90 inhibitor with or without *HSF1* knockdown. 

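With HSF1 knockdown under NVP-HSP990, the largest falls outside the heat shock genes were those of NAP1L3, a nucleosome assembly protein (-2.58 on the log2 scale, standard error 0.17, adjusted p = 9.76e-05 from limma, 2 arrays against 2), TASOR, a subunit of the HUSH silencing complex (-2.29, standard error 0.16, adjusted p = 9.76e-05), LIMCH1, an actomyosin regulator (-2.29, standard error 0.20, adjusted p = 0.000475), and TACC1, a coiled-coil protein of the centrosome (-2.14, standard error 0.18, adjusted p = 0.000473). The largest rises were those of DIO2, which activates thyroid hormone (2.40, standard error 0.25, adjusted p = 0.00106, and 1.45 with 64 added before the log), F3, tissue factor (2.37, standard error 0.24, adjusted p = 0.00103), MMP3, a matrix metalloprotease (2.04, standard error 0.33, adjusted p = 0.00917), and ANKRD1, a target of YAP (1.98, standard error 0.28, adjusted p = 0.00515). These 8 calls held with each array left out. Over all settings the rise of DIO2 ranged from 1.23 to 3.16.
Of 7 genes for heat shock factors and their binding proteins, 3 could be tested. They were HSF1 and the binding proteins HSF2BP and HSBP1. HSF1 was called, lower (1 adjusted over the list alone, median -0.32, camera adjusted p = 0.230). Of 18 immediate early genes, 17 could be tested, with EGR1 (0.87, standard error 0.14, adjusted p = 0.0117) and MYC (0.84, standard error 0.19, adjusted p = 0.0490) higher and FOS lower (7 higher and 3 lower adjusted over the list alone). The calls of MYC and FOS were lost without any 1 of the 8 arrays (MYC at adjusted p = 0.0505 to 0.232) and that of EGR1 without any 1 of the 4 shHSF1 arrays (adjusted p = 0.0541 to 0.0791), so that 0 to 2 of these genes were higher. Of 16 genes of ERK pathway output, all tested, DUSP5, an ERK phosphatase, was higher (0.80, standard error 0.14, adjusted p = 0.0160, 1 adjusted over the list alone), also not without any 1 of the 4 shHSF1 arrays (0.0664 to 0.114). Of 15 p53 targets, 11 could be tested, and ZMAT3, an RNA-binding protein, was higher (0.83, standard error 0.17, adjusted p = 0.0294, 1 adjusted over the list alone, lost at 0.0613 to 0.191 without any 1 array other than those of shNTC cells with Doxycycline and the first shHSF1 array with NVP-HSP990 alone). The immediate early genes (median 0.20, camera adjusted p = 0.0394) and the p53 targets (0.27, adjusted p = 0.0250) were higher as lists, neither with an estimated correlation (adjusted p = 0.270 with an estimated correlation for each). Doxycycline in shNTC cells gave the p53 targets a median of 0.20 (camera adjusted p = 0.00473, and adjusted p = 0.945 with an estimated correlation). By the interaction, which sets the knockdown beside that change, the list did not pass (median 0.10, adjusted p = 0.701). The call of the immediate early genes was lost without the first or the second shHSF1 array with NVP-HSP990 alone (0.102 and 0.0501) and without the second with Doxycycline (0.216). That of the p53 targets was lost without the second with NVP-HSP990 alone (median 0.20) and without the first with Doxycycline (median 0.26). It was also lost with all arrays kept and the stricter filter, at the 75th percentile (median 0.27, camera adjusted p = 0.0593).
Interferon response genes were lower as a list, with 14 of the 15 tested negative (16 listed, median -0.27, camera adjusted p = 0.00208, and adjusted p = 0.270 with an estimated correlation), though limma called 0 single members (4 lower adjusted over the list alone, 4 at an unadjusted p under 0.05). Of 17 G2 and M phase genes, all tested, 16 were negative (median -0.21, adjusted p = 0.0226, and adjusted p = 0.565 with an estimated correlation) and limma called 0 members (0 adjusted over the list alone, 3 at an unadjusted p under 0.05). The G2 and M call was lost without the first shHSF1 array with Doxycycline (0.176) and without the second with NVP-HSP990 alone (0.230). Of 14 oxidative stress genes, 12 could be tested and HMOX1 fell (4 adjusted over the list alone, 0 without the second shHSF1 array with Doxycycline). That list's call (median -0.13, adjusted p = 0.0473, and adjusted p = 0.270 with an estimated correlation) was lost without the first shHSF1 array with Doxycycline (0.348), without the second with NVP-HSP990 alone (0.237) and in 5 other settings.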

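Of the 234 genes that fell with HSF1 knockdown under NVP-HSP990, 12 (5.13%) were on the 6 lists of heat shock proteins, cochaperones, chaperonins and BAG genes, which hold 62 of the 12672 genes tested (Fisher's exact test, two-sided, p = 1.13e-09). They included HSPA6, HSPA1L, HSPA4L and HSPH1, and DNAJA1 and HSPB8, whose calls were each lost without any 1 of 6 arrays. Among the 25 genes that rose with NVP-HSP990 the same lists held 8. The other 218 genes that fell were not called higher with NVP-HSP990, and their median log2 change with the knockdown was -1.05. Genes outside the heat shock lists that fell and had risen with NVP-HSP990 included ZFAND2A, a zinc finger protein that binds the proteasome, which rose by 1.30 (adjusted p = 0.00338) and fell by 0.93 (adjusted p = 0.0071). Both ZFAND2A calls were lost without 1 array, while the values hardly moved. The rise was 1.22 without the second shNTC array with DMSO. The change with the knockdown was -0.92 without the second shHSF1 array with Doxycycline. The call of the fall was also lost when only the 4 arrays of this comparison were fitted (adjusted p = 0.0503).
The count of genes that fell was 138 without the first and 138 without the second shNTC array with DMSO, 112 and 145 without the shHSF1 arrays with NVP-HSP990 alone, and 145 and 84 without those with Doxycycline, and the 218 became 130, 134, 103, 136, 131 and 71 in that order.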

As expected, most genes regulated by HSF1 in response to HSP90 inhibitors are related to heat shock response. Some of them, such as *HSP70*, have been shown to have a combinational effect with HSP90 inhibitor previously [32]. *DEDD2* is up-regulated by HSP90 inhibition and this up-regulation is reversed by HSF1 knockdown. 

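In single arrays, the DEDD2 signal was 225 and 208 in shNTC cells with DMSO, 227 and 198 in shNTC cells with Doxycycline and DMSO, 795 and 626 in shHSF1 cells with NVP-HSP990, and 234 and 155 in shHSF1 cells with Doxycycline and NVP-HSP990. Doxycycline in shNTC cells gave DEDD2 a log2 change of -0.02 (standard error 0.21, adjusted p = 1.00 from limma, 2 arrays against 2). With the knockdown and NVP-HSP990 together, its log2 change against shNTC cells with Doxycycline and DMSO was -0.14 (standard error 0.21, adjusted p = 0.768), and 0.13 without the second shHSF1 array with Doxycycline. Both arrays with NVP-HSP990 alone lay above the other 6, an order for which the study chose this gene on the same samples. The log2 change of DEDD2 with NVP-HSP990, in a comparison that also differs in the hairpin line, was 1.64. It stayed at 1.47 to 1.69 without either shNTC array with DMSO or the first shHSF1 array with NVP-HSP990 alone, where its call was lost.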

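DEDD, the paralog of DEDD2, had signals of 1762 and 1917 in shNTC cells with DMSO and 1773 and 2185 with Doxycycline and DMSO. In shHSF1 cells the DEDD signals were 1634 and 1316 with NVP-HSP990 and 1624 and 1457 with Doxycycline and NVP-HSP990. The knockdown gave DEDD a log2 change of 0.068 (standard error 0.17, adjusted p = 0.918 from limma, 2 arrays against 2), which was -0.087 without the second shHSF1 array with NVP-HSP990 alone and -0.0098 without the first with Doxycycline. NVP-HSP990 gave a log2 change of -0.32 (standard error 0.17, adjusted p = 1.00), which ranged from -0.48 to -0.17 with 1 array left out. Neither value passed the test in any of the 19 alternative limma fits, and the difference between the changes of DEDD2 and DEDD was not tested.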

Interestingly, only DEDD2 is regulated by HSF1 while DEDD is not regulated by HSF1 under HSP90 inhibitor treatment (data not shown). Knockdown of both *DEDD2* and *DEDD*, but not either alone, enhances HSP90 inhibitor efficacy, suggesting the redundancy function of these proteins.

In this study, we identified that HSF1 transcriptional activities are induced by HSP90 inhibitors, which may provide a resistance mechanism through up-regulating a protective “heat shock” response and other transcriptional targets, such as *DEDD2*. However, a couple of questions still remain to be answered: 1) Are there any other transcriptional targets regulated by HSF1 required for HSF1-mediated resistance to HSP90 inhibitor in different settings? 2) Are there any co-regulators whose activities are required for HSF1-mediated resistance to HSP90 inhibitor? These questions will further prompt us to initiate large-scale screens to directly identify the HSF1-key-targets in different settings and HSF1-cofactors that are important for HSF1 transcriptional activities induced by HSP90 inhibitors in future. While a subset of HSF1-dependent-targets may play important roles in attenuating the efficacy of HSP90 inhibitors, the newly identified HSF1-target genes and/or HSF1-cofactors will not only help us to understand how HSF1 transcriptional function is regulated but may also reveal novel therapeutic targets in combination with HSP90 inhibitors.

## METHOD AND MATERIALS

### Cell Culture

A375, A2058, HCT116, Hep3B and Huh7 cells were obtained from American Type culture Collection. All cell lines were maintained in Dulbecco's Modification of Eagle's Medium, McCoy's 5a medium or advanced RPMI medium 1640 (Invitrogen) with 10% FBS (Invitrogen). Infected cell lines were maintained under 1 μg/mL of puromycin (MP Biomedicals) for selection.

### Cell Viability Assay

Cell viability at starting and ending day of compound treatment was determined by measuring cellular ATP content using the CellTiter-Glo luminescence assay (Promega). CellTiter-Glo reagent was added to each well and luminescence recorded on an Envision plate reader (Perkin Elmer). Luminescence values were used to calculate the inhibition of cell viability relative to DMSO-treated cells (0% inhibition) to calculate. Half maximal inhibitory concentration (IC50) and median lethal dosage (LD50) were further calculated.

### Pooled shRNA screening

pLKO.1 lentiviral plasmids encoding shRNAs targeting the kinases and apoptosis related genes were obtained and combined to generate a plasmid pool as well as control shRNAs designed not to target any gene. These plasmid pools were used to generate lentivirus-containing supernatants as described^23^. For screening, A375 cells were infected with the pooled virus so as to ensure that each cell contained only one viral integrant. Cells were selected for 3 days with 1μg/ml puromycin. After selection, 6×10^6^ cells were collected as Day0 sample. 6×10^6^ cells were further cultured and treated with or without NVP-AUY922 (10 or 20nM) for 14 days. Genomic DNA was isolated from cells by DNA extraction in Qiagen DNA blood and Tissue kit. To amplify the shRNAs encoded in the genomic DNA, PCR was performed for 33 cycles at an annealing temperature of 66 °C using 2-6 μg of genomic DNA, the primer pair indicated below, and DNA polymerase. Forward primer: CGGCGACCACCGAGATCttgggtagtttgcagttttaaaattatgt; reverseprimer1: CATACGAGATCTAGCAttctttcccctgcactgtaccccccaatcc; reverseprimer2: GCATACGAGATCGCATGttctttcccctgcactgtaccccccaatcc. After purification, the PCR products from each tumour were quantified by ethidium bromide staining after gel electrophoresis, pooled at equal proportions, and analysed by high-throughput sequencing (Illumina).

### Short Hairpin RNA Constructs

Control short hairpin RNA (shRNA), GGATAATGGTGATTGAGATGG, *HSF1* shRNA#1, GCAGGTTGTTCATAGTCAGAA, and *HSF1* shRNA#2, GCCCAAGTACTTCAAGCACAA, were cloned into the inducible pLKO-Tet-On puromycin vector as previously described.

### Lentivirus and Infection

Lentiviral supernatants were generated according to our previously established protocol. A total of 100 μL of lentivirus was used to infect 300,000 cancer cells in a six-well plate, in 8 μg/mL polybrene (Chemicon). Medium was replaced and after 24 h, cells were selected by puromycin (MP Biomedicals) and expanded. Induction of shRNA was obtained by addition of 100ng/mL Doxycycline (Clontech) to the medium.

### RNA Extraction and Quantitative Reverse Transcription-PCR

Total RNA was isolated using the RNeasyMini kit (Qiagen). ABI taqman gene expression assays include *HSP70* and *DEDD2*. VICMGB primers/probe sets (Applied Biosystems) were used in each reaction to coamplify the B2M transcripts. All experiments were performed in triplicate and normalize to B2M levels as indicated.

### Immunohistochemistry

A tissue microarray containing hepatocellular carcinoma samples with Hepatitis B-positive patients (50 cases, 2 cores per case) and two non-neoplastic liver samples (2 cores per sample) was purchased from AccuMax (A217). Primary antibodies were Ki67 antibody, Ki67_2 (Vector Laboratories Rabbit, VP-RM04), rabbit IgG isotype control (Southern Biotech, 0111-01) and HSF1 antibody (Cell Signaling Technology, Rabbit, 4356) were used. Secondary antibody incubation was done with either Ventana OmniMap or Ventana UltraMap prediluted HRP-conjugated multimer anti-rabbit secondary antibodies (Cat # 760-4315). Immunohistochemical staining was performed on the Ventana Discovery System. Images were captured using Aperio Scanscope.

### Chromatin Immunoprecipitation (ChIP) Assay

ChIP assay was carried out according to the manufacturer's protocol (chromatin immunoprecipitation assay kit, catalog no. 17-295, Upstate Biotechnology Inc, Lake Placid, NY). Immune complexes were prepared using anti-HSF1 (Cell Signaling, 4356) antibody. The supernatant of immunoprecipitation reaction carried out in the absence of antibody served as the total input DNA control. PCR was carried out with 10 μl of each sample using the following primers: *DEDD2* promoter, 5'-GAGTCACGGGCAGGAAGTAG-3' and 5'-ATTATTACGCCTGCGTCACC-3 '. This was followed by analysis on 2% agarose gels.

### Gene Profiling

RNA was isolated using the Qiagen RNeasy mini kit. Generation of labeled cDNA and hybridization to HG-U133 Plus2 arrays (Affymetrix) were performed as previously described [42]. DNA microarray results have been deposited at the Gene Expression Omnibus (GEO) under accession GSE44867.

### Western blotting

Western blotting was performed as follows: total tumor lysates were separated by SDS/PAGE and electrotransferredto nitrocellulose membrane (Invitrogen). Membraneswere blocked in PBS and 0.1% (vol/vol) Tween-20 (PBS-T) and 4% (wt/vol) nonfat dry milk (Bio-Rad) for 1 h on a shaker at room temperature. Primary antibodies were added to the blocking solution at 1:1,000 (HSF1; Cell signaling, 4356), 1:1,000 (HSP70; Cell signaling, 4876), 1:1,000(DEDD2 ; Abcam, ab104350), 1:1,000(p-ERK; Cell signaling, 4370), 1:1,000(ERK; Cell signaling, 4695), 1:1,000(HER2; Cell signaling, 4290), 1:1,000(BRAF; Cell signaling, 9433), 1:1,000(cleaved PARP; Cell signaling, 5625), and 1:10,000 (GAPDH; Cell Signaling Technology, 2118S) dilutions and incubated overnight and a rocker at 4 °C. Immunoblottings were washed three times, 5 min each with PBS-T, and secondary antibody was added at 1:10,000 dilution into PBS-T milk for 1 h on a shaker at room temperature. After several washes, enhanced chemiluminescence (ECL) reactions were performed according to manufacturer's recommendations (SuperSignal West Dura Extended Duration Substrate; Thermo Scientific).

### Tumor xenografts

Mice were maintained and handled in accordance with Novartis Biomedical Research Animal Care and Use Committee protocols and regulations. A375 and Hep3B cells engineered with Tet-inducible shRNA against HSF1 were cultured in DMEM and EMEM supplemented with 10% Tet-approved FBS. Mice (6–8 weeks old, n=8) were inoculated s.c. with 5 × 10^6^ A375 cells or 7 × 10^6^ Hep3B cells in the right dorsal axillary region. Tumor volume was measured by calipering in two dimensions and calculated as (length × width) / 2. Drug treatment started 6 days (A375) or 19 days (Hep3B) after implant when average tumor volume was around 200 mm^3^. Animals received vehicle (5% dextrose, 10 ml/kg, orally, qw), Doxycycline (25mg/kg, orally, qd) or NVP-HSP990 (10 mg/kg, orally, qw) for the duration of the study. At termination of the study, tumor tissues were excised and snap frozen in liquid nitrogen for immunoblotting analyses of biomarkers. Data were expressed as mean ± SEM, and differences were considered statistically significant at *P* < 0.05 by Student *t* test.

### Patient tumor sample analysis

RNAseq data for breast cancer (BRCA) and liver (LIHC) was retrieved from the TCGA data portal for both tumor and matched normal samples. The normalized RSEM values for each transcript were log2 transformed, and then Z score normalized for performing survival analysis.

### Statistics

Statistical analyses were performed by using Student *t* Test (*: *p*<0.05, **: *p*<0.01) (GraphPad Prism v5.01 software for Windows, GraphPad Software, San Diego, CA USA).

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Targeting HSF1 sensitizes cancer cells to HSP90 inhibition
**Source:** Oncotarget. 2013 Apr 23;4(6):816–29. doi: 10.18632/oncotarget.991
**Supplement:** Supplementary file 1

## Targeting *HSF1* sensitizes cancer cells to HSP90 inhibition - Chen et al

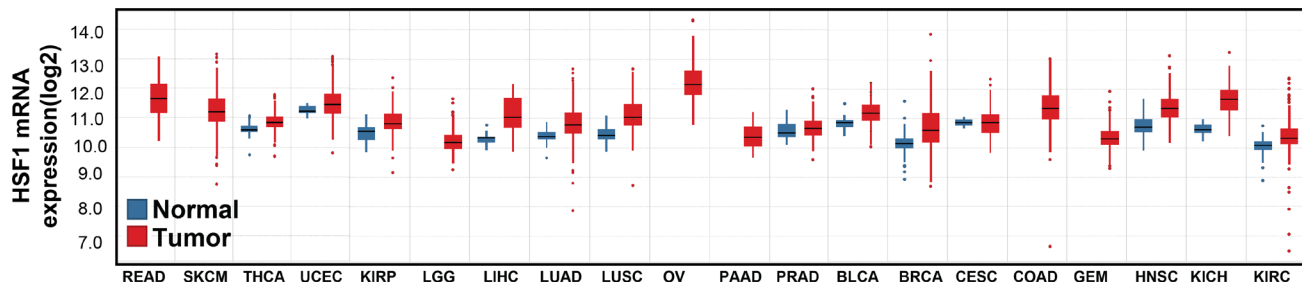

**Supplementary Figure S1: The expression of *HSF1* among different human cancers.** Boxplot showed that comparisons of the RNAseq expression patterns for *HSF1* across TCGA tumor types with matched normal. Those human cancer types include Rectum adenocarcinoma (READ), Skin Cutaneous Melanoma (SKCM), Thyroid carcinoma (THCA), Uterine Corpus Endometrioid Carcinoma (UCEC), Kidney renal papillary cell carcinoma (KIRP), Brain Lower Grade Glioma (LGG), Liver hepatocellular carcinoma (LIHC), Lung adenocarcinoma (LUAD), Lung squamous cell carcinoma (LUSC), Ovarian serous cystadenocarcinoma (OV), Pancreatic adenocarcinoma (PAAD), Prostate adenocarcinoma (PRAD), Urothelial Carcinoma (BLCA), Breast invasive carcinoma (BRCA), Cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC), Colon adenocarcinoma (COAD), Glioblastoma multiforme (GEM), Head and Neck squamous cell carcinoma (HNSC), Kidney Chromophobe (KICH) and Kidney renal clear cell carcinoma (KIRC).

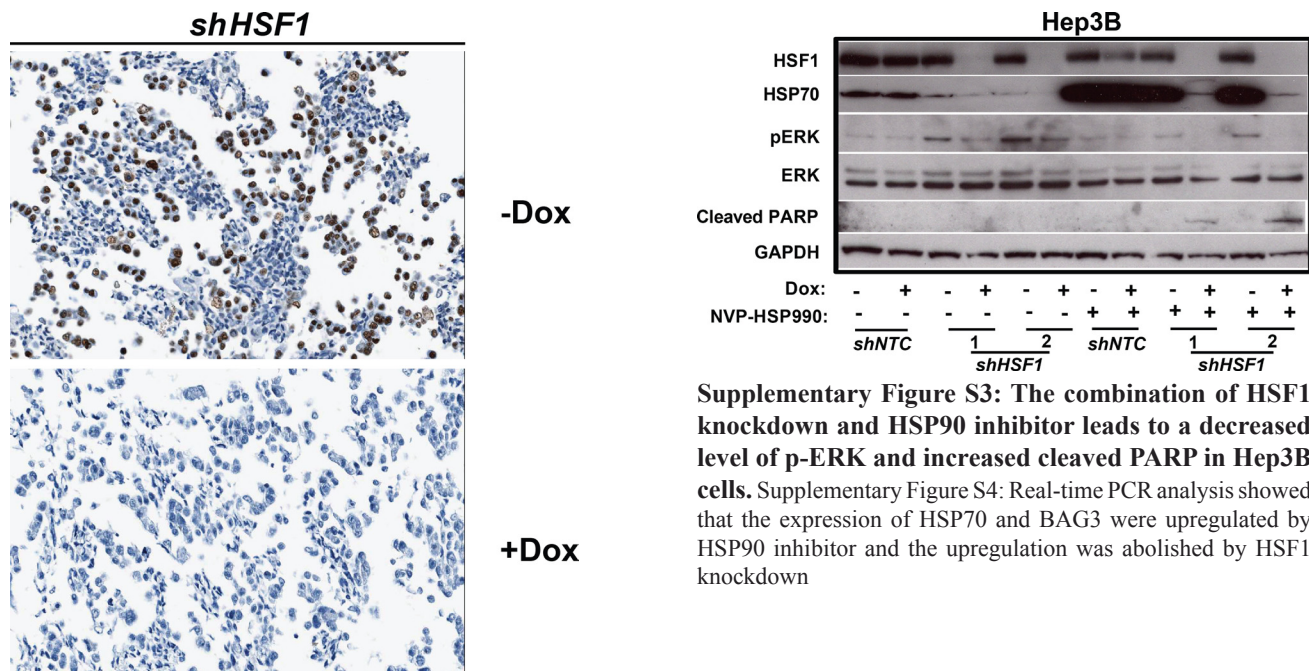

**Supplementary Figure S2: Anti-*HSF1* antibody showed a high specificity to *HSF1* protein.** Hep3B cell with inducible *HSF1* shRNA were treated with or without Doxycycline for 48h. The cell pellet was collected and the expression of *HSF1* was measured by IHC.

**Supplementary Figure S3: The combination of *HSF1* knockdown and HSP90 inhibitor leads to a decreased level of p-ERK and increased cleaved PARP in Hep3B cells.** Supplementary Figure S4: Real-time PCR analysis showed that the expression of HSP70 and BAG3 were upregulated by HSP90 inhibitor and the upregulation was abolished by *HSF1* knockdown

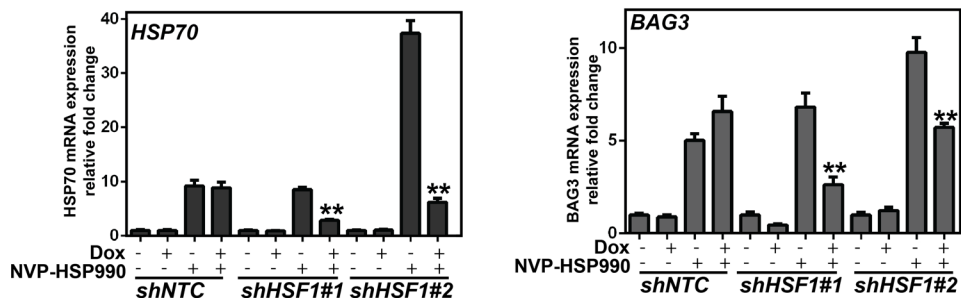

Supplementary Figure S4: Real-time PCR analysis showed that the expression of *HSP70* and *BAG3* were upregulated by HSP90 inhibitor and the upregulation was abolished by *HSF1* knockdown.

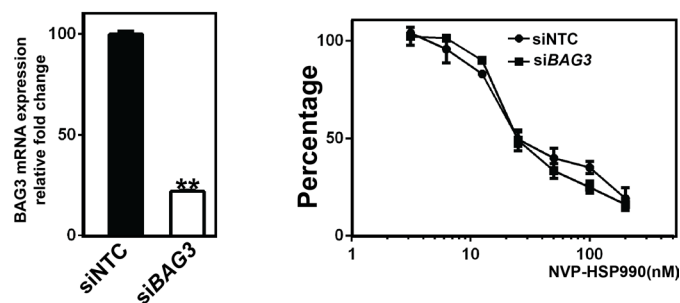

Supplementary Figure S5: Dose response of NVP-HSP990 in cancer cells with knockdown of *BAG3*. A375 cells were treated with or without siRNA for 2 days, then followed by treatment of a serial dilutions of NVP-HSP990 for 3 days. Total RNA were also collected and real-time PCR was performed. Relative cell growth was measured by CellTiter-Glo and normalized to DMSO-treated cells.

How the deposited data were processed for this re-analysis (not part of the article)

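Gene expression was measured in A375 melanoma cells on 8 HG-U133 Plus2 arrays, 2 in each of 4 groups: shNTC cells with DMSO, shNTC cells with Doxycycline and DMSO, shHSF1 cells with NVP-HSP990, and shHSF1 cells with Doxycycline and NVP-HSP990. Groups were taken from the sample titles, and each array's replicate number from its title as well. The samples' description fields name cells or drugs of other experiments and were not used. According to the submitters' processing notes, amplified biotin-labelled cDNA was hybridized and the signals were computed with MAS5, whose version is not given. The deposited values are signal intensities that the authors computed with MAS5 and scaled per array, on a linear and not a log scale, with a mean of 150 per array after 2 percent of the probe sets were trimmed at each end, and they were used without further normalization between arrays. For arrays, their number limits the precision.

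Of 54675 probe sets, 41091 were assigned to a single gene symbol, 1801 to several, and 11721 to none, and 62 were controls. Only probe sets with a single symbol were used, and controls were left out. Where a gene had several, the probe set with the highest mean log2 signal over all 8 arrays stood for it, which gave 19775 genes. A gene was tested when its signal was at or above its own array's median in at least 2 of the 8 arrays, whichever the group, which kept 12672. The signal plus 16 was taken to log2.

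All comparisons came from limma 3.58.1 in R 4.3.3, with a means model of the 4 groups over all 8 arrays and empirical Bayes variances with a trend on intensity (4 residual degrees of freedom, 6.36 prior). Tests were two-sided and adjusted by Benjamini-Hochberg over all genes tested, and called at an adjusted p under 0.05. The comparisons were NVP-HSP990 (shHSF1 cells with NVP-HSP990 against shNTC cells with DMSO, which also differ in the hairpin line), the knockdown (shHSF1 cells with against without Doxycycline, both with NVP-HSP990), Doxycycline (shNTC cells with against without it), the knockdown with NVP-HSP990 against shNTC cells with Doxycycline and DMSO, and the interaction (the Doxycycline effect in shHSF1 cells with NVP-HSP990 minus that in shNTC cells with DMSO). Genes higher with NVP-HSP990 and lower with the knockdown were counted beside the overlap that independent calls would give and beside 100 simulations of unchanged groups that share the same arrays. The steps were tested on simulated data with known changes.

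Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation as the check) and adjusted over the lists, and counts of called members were also adjusted over the list alone. The 26 lists were the genes of Fig. 5A, the HSP70 and HSP110 family, the HSP40 family, small heat shock proteins, HSP90 and its cochaperones, chaperonins, the BAG family, heat shock factors and their binding proteins, the unfolded protein response of the ER, the amino acid and mitochondrial stress response, the proteasome, the oxidative stress response, immediate early genes, ERK pathway output, apoptosis and death effector genes, HSP90 clients, S phase genes, G2 and M phase genes, melanocyte lineage genes, the interferon response, p53 targets, cholesterol synthesis, hepatocyte, colon epithelial and fibroblast markers, and housekeeping genes.

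Comparisons, lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. Chosen only afterwards were the covariate on the ACTB 3-prime to 5-prime ratio, the histone genes, the tests of Doxycycline itself, of an off-target hairpin effect, of a difference between the lines, of RNA quality for the stress and the histone genes and from all pairs of arrays, of S phase and of shared probes, the single-gene tests of Fig. 5A with the t-test and with no filter, and the single probe sets with 1 array left out. The rule names the genes of Fig. 5A and the paper's text on gene profiles with HSF1, DEDD, HSP90AA1 and HSP90AB1; the genes with the largest changes in either direction among those called whose arrays do not overlap between groups; the genes called in both comparisons with the largest smaller change; and up to 4 members of each list. Outside it, STC2, HERPUD1, ZFAND2A, MXD1, ENGASE and DMRT1 were named after their values were seen. The alternatives were other values added before the log, no filter and a stricter filter, quantile normalization and median centring, the mean of all probe sets of a gene, all probe sets tested singly, no trend in the variances, only the arrays of a comparison, a replicate block, a fold of at least 2, the Student t-test that the paper's statistics section names for the whole paper, and leaving out each array in turn. The paper's text names no test or threshold for the arrays.

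The overlap of gene groups was tested with Fisher's exact test, two-sided, and the order of Fig. 5A with a permutation test of 100000 resamples. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. RNA quality was read from the 3-prime to 5-prime ratios of the ACTB and GAPDH control probe sets, the latter 1.34 to 3.13. HSPA1A was left out of the tests of genes because its probe sets are assigned to several genes. RFPL2 was left out because it was below the filter, and FLJ21865 because it matched no symbol under that name.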

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

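The tests of Doxycycline itself, of an off-target hairpin effect, of a difference between the lines, of RNA quality for the stress and the histone genes and, for every group, from all pairs of arrays, of S phase and of shared probes were chosen only after the result they bear on was seen, as were the histone genes and the covariate on the ACTB ratio.

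The effect of Doxycycline differed between shHSF1 cells with NVP-HSP990 and shNTC cells with DMSO for 100 of 12672 genes by limma's test of the interaction, 39 higher and 61 lower. Lower were HSPA6 (-5.44 on the log2 scale), NAP1L3 (-2.80), BAG3 (-2.74), HSPB1 (-2.68), ITGA1 (-2.57), HSPA4L (-2.07), IER5L (-1.98), HSPA1L (-1.89), IGSF3 (-1.85), CRYAB (-1.81) and DEDD2 (-1.78), and higher were F3 (3.22), DIO2 (2.46), ANKRD1 (2.33), HHAT (2.29) and ADAMTS6 (2.22). Of the 16 genes called with NVP-HSP990 and with the knockdown, 9 had an interaction call (3 and 3 without the first and second shNTC array with DMSO, and 5 without the second shHSF1 array with Doxycycline). The count of 100 became 7 and 13 without the first and second shNTC array with DMSO, 34 and 24 without those with Doxycycline, 62 without the first shHSF1 array with NVP-HSP990 alone, 42 without the second with Doxycycline, 33 with the ACTB ratio as a covariate, 59 with no filter and 279 with a replicate block. Over all settings ADAMTS6 ranged from 0.97 to 2.49 and IGSF3 from -2.03 to -0.93. The IGSF3 call was lost in 2 settings with all arrays kept (adjusted p = 0.0514 to 0.121). The calls of HSPA6, NAP1L3, BAG3, HSPB1, F3 and HHAT held with each array left out. Those of HSPA1L, HSPA4L, CRYAB, DEDD2, IER5L, IGSF3, ANKRD1 and ITGA1 were lost without either shNTC array with DMSO, with DIO2 also lost without the first (adjusted p = 0.0574 to 0.117 for these 9) and ADAMTS6 without the second (0.0792 to 0.136 for the 9 genes lost there). Without the first shNTC array with Doxycycline the calls of ADAMTS6, CRYAB, DEDD2, DIO2, IER5L and IGSF3 were lost (0.0571 to 0.0885), and without the second those of ADAMTS6, ANKRD1, DEDD2, DIO2, HSPA1L and IER5L (0.0633 to 0.0833). ANKRD1, DEDD2 and IER5L were also lost without the first shHSF1 array with NVP-HSP990 alone (0.0652 to 0.0867), and they, CRYAB and HSPA1L without the second with Doxycycline (0.0519 to 0.0848).

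The paper describes the profiles with and without HSF1 knockdown under the inhibitor. It relates most genes that HSF1 regulates there to the heat shock response. Of the 360 genes changed by the knockdown, 347 are not named in Fig. 5A under the symbols used here, a count that depends on single arrays. Fig. 5A holds only genes raised by the inhibitor and lowered again by the knockdown. The 360 also hold 126 genes that rose with the knockdown and 218 that fell without a call for a rise. The 347 therefore do not count genes missing from that figure. Of the 16 genes called in both comparisons, 9 are in Fig. 5A.

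Among all 360 genes changed by the knockdown, 218 fell without a call for a rise with NVP-HSP990, with a median of -1.05. They include CLU, FOS, CYP39A1 and IGSF3 of Fig. 5A. The median is that of the fit with all arrays, and the count depends on single arrays. Doxycycline gave the same genes a median of 0.050 in shNTC cells, which argues against the drug itself as the whole cause. The change that the ACTB ratio predicts had a median of 0.00787 when scaled from the shNTC arrays with Doxycycline. From all pairs of arrays it was -0.00433. The log2 ratio differed by 3.31 between those shNTC arrays and by -0.71 between the knockdown groups. As a set, these genes did not follow the ratio between replicates. Their calls required a small spread between replicates, which keeps the prediction small, so it does not decide on RNA quality. An off-target effect of the hairpin may account for part of these 218 genes and stays open, since 1 hairpin was used and no transcript sequence was searched. A dependence on HSF1 apart from the inhibitor, which the design names, stays open too and was not tested.

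CHAC1, DDIT3, SESN2 and SLC7A11, genes of the stress lists, rose with NVP-HSP990 and were not called with the knockdown, with a median of 1.39 with NVP-HSP990 (2, 0, 2 and 2 of these 4 were called without the first and second shNTC array with DMSO and without the first and second shHSF1 array with NVP-HSP990 alone). With the knockdown CHAC1, DDIT3 and SESN2 were at 0.42, 0.51 and 0.57, while SLC7A11 was at -0.54 (adjusted p = 0.0755) and was called lower after quantile normalization and with a replicate block. RNA quality predicted a median of 0.00369, or -0.00482 from all pairs. The log2 ACTB ratio differed by only 0.39 between the groups, and the calls required a small spread between replicates. The prediction would be small either way, so it does not decide on RNA quality. With the knockdown and NVP-HSP990 together, the median against shNTC cells with Doxycycline and DMSO was 1.97, and all 4 were called (3 without the second shHSF1 array with Doxycycline). A standing difference between the shHSF1 and shNTC lines could give both values and cannot be told apart from an effect of the inhibitor, because shHSF1 cells with DMSO were not analysed here.

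Of 25 histone genes tested, 11 rose with the knockdown, 21 had positive values and the median of all was 0.59, with H2BC12L at 1.83 and H2BC12 at 1.82. The count of 11 became 7 and 7 without the first and second shNTC array with DMSO, 5 and 6 without those of shHSF1 cells with NVP-HSP990 alone, and 5 and 6 without those with Doxycycline, and 4 had an interaction call. The S phase list had a median of -0.14 (standard error 0.0648), which argues against more cells in S phase in these arrays. That list did not pass with the knockdown (camera adjusted p = 0.301). Its median was -0.17 with Doxycycline in shNTC cells and -0.0036 by the interaction. RNA quality predicted 0.0739, or 0.0650 from all pairs, beside a median of 1.29 for the 11. Here too the calls required a small spread between replicates, so the prediction does not decide on RNA quality. Probes shared between histone genes met the test set for them and may account for part of the size. The median was 0.46 for the 16 genes whose probe set has no shared-sequence suffix (5 called). It was 1.20 for the 9 that have it (6 called). A change in histone expression that follows HSF1 remains a hypothesis.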

How the results depend on the processing

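The covariate on the ACTB ratio and the single probe sets of DNAJB1, PGF and HSPA1A with 1 array left out were chosen only after the data were seen. With no filter the counts were 16 for NVP-HSP990, 221 for the knockdown, 450 for the knockdown with NVP-HSP990 against shNTC cells with Doxycycline, 59 for the interaction and 9 for both calls. With all probe sets tested singly, both calls held 28 probe sets. At a fold of at least 2 the knockdown changed 207 genes and the knockdown with NVP-HSP990 356, and with only the arrays of the comparison the knockdown changed 95. The covariate left 33 interaction calls. The methods' t-test, unadjusted, gave 699 genes for NVP-HSP990, 1413 for the knockdown, 588 for Doxycycline and 1335 for the knockdown with NVP-HSP990, and after adjustment 0 for each. By this t-test of 2 arrays against 2, even HSPA6 had unadjusted p-values of only 0.00199 (NVP-HSP990, 5.78) and 0.00149 (knockdown, -5.60). The counts of 0 therefore do not speak against these changes. The cause of the other shifts in counts was not tested. Apart from these settings, the replicate block and left-out arrays, the counts stayed within 1.5 times. Leaving out 1 array, where the lone array of a group is assumed to vary like the others, gave 5 to 30 genes for NVP-HSP990, 123 to 380 for the knockdown, 0 to 0 for Doxycycline, 263 to 802 for the knockdown with NVP-HSP990 (459 and 457 without the first and second shNTC array with DMSO, 320 without the second with Doxycycline, 446 and 263 without the shHSF1 arrays with Doxycycline), 7 to 76 for the interaction, 4 to 17 for both calls, and 5 to 10 called lists with the knockdown (5 without the second shHSF1 array with NVP-HSP990 alone or the first with Doxycycline) in place of 10. Of the 16 genes called in both, 9 were kept with no filter and 4 to 14 with 1 array left out. Signals near the arrays' medians limit what can be seen of dim genes.

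Of 1794 values of genes called in the main setting, 1518 stayed called, 276 did not and 0 changed sign; 186 of the lost calls were with 1 array left out. The sizes of dim genes depend on the value added before the log. With 1 and 64 added, HSF1 with the knockdown was -3.17 and -0.90, CRYAB 2.90 and 0.69 with NVP-HSP990 and -2.97 and -0.70 with the knockdown, HSPA1L 3.26 and 1.20 and -3.17 and -1.19, CYP39A1 with the knockdown -2.41 and -0.40, FOS -1.40 and -0.26, DIO2 3.16 and 1.45, ANXA3 2.20 and 1.09 and HSPB8 -1.25 and -0.67, and by the interaction CRYAB was -3.57 and -0.77, DIO2 3.19 and 1.48, ITGA1 -3.32 and -1.58, and HSPA1L -2.21 with 1 added. Of 545 values of genes not called, 18 became called and 16 changed sign. EPB41L4B with NVP-HSP990 was 6.2e-05 with 64 added, 0.010 after quantile normalization and 0.066 with the mean of all probe sets, and with the knockdown -0.033 with that mean; HSP90AB1 with NVP-HSP990 was 0.035 with it. With 1 array left out, values ranged from -0.18 to 0.18 for EPB41L4B, -0.085 to 0.32 for HSP90AA1, -0.0058 to 0.27 for IGSF3, -0.0018 to 0.97 for HSF1 and -0.49 to 0.74 for PGF with NVP-HSP990, from -0.67 to 0.56 for PGF and -0.087 to 0.22 for DEDD with the knockdown, and from -0.41 to 0.13 for DEDD2 with both.

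With the replicate number as a replicate block, NVP-HSP990 changed 44 genes, the knockdown 752, the knockdown with NVP-HSP990 1237 and the interaction 279, and both calls held 25 genes, among them the 16. The deviations of same-numbered arrays from their group means were correlated across genes in the 6 pairs of groups. The values were 0.685 for the groups of the knockdown, 0.464 for Doxycycline and 0.276 for NVP-HSP990. They were 0.0156 for the knockdown with NVP-HSP990, and 0.198 and 0.0232 for the remaining pairs. Since they were not above 0.1 in each, the main fit did not pair the arrays. Pairing stays undecided, and where same-numbered arrays vary together the unpaired p-values may misstate the spread.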

Differences from the paper's values

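The tests of single genes under the methods' t-test and with no filter were run only after the counts were seen, and those of single probe sets with 1 array left out after the other values. The paper states no number for these arrays, and no test or threshold for them, so only its named genes, tally and ranking are set beside the values here.

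Fig. 5A shows 18 genes as raised by the inhibitor and lowered again by the knockdown. Its heat map also holds shNTC cells with NVP-HSP990 and shHSF1 cells with DMSO. Here NVP-HSP990 in shHSF1 cells was set against DMSO in shNTC cells, so the groups differ from those of the heat map. Under the names given there 15 genes could be tested, of which 9 passed in both comparisons and 13 fell with the knockdown. Adjusted over the list alone 12 rose, CLU, FOS and CYP39A1 being the added ones. CLU was at 1.36 with NVP-HSP990 (adjusted p = 0.0964) and passed with the mean of all probe sets (0.90, adjusted p = 0.0291), with only the arrays of the comparison (adjusted p = 0.00931), with 64 added before the log (1.09, adjusted p = 0.0490), and without the first or the second shHSF1 array with Doxycycline (0.0361 and 0.0365). FOS was at 0.64 and CYP39A1 at 0.82, and neither passed in any limma fit over all genes. The methods' t-test, unadjusted, calls 11 of the 15 higher, CLU and FOS among them and CYP39A1 not. IGSF3 (0.13), EPB41L4B (-0.0017) and PGF on its brightest probe set (0.13) were not called with NVP-HSP990 in any setting. On their brightest probe sets EPB41L4B and PGF did not fall with the knockdown. The other EPB41L4B probe sets above the filter were at -0.61 (adjusted p = 0.142) and -0.020 there, not called. The other probe set of PGF fell (-1.14, adjusted p = 0.0203, and 0.0784 to 0.159 without any 1 of the 4 shHSF1 arrays). RFPL2, below the filter, was not called with no filter either (log2 changes of 0.34 with NVP-HSP990 and -0.57 with the knockdown), and the methods' t-test, unadjusted, calls only its fall with the knockdown.

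The paper counts the greater part of these genes in the heat shock or cell stress pathway. The tally on the 6 chaperone lists was 8 of the 18 genes of Fig. 5A, 8 of the 16 genes called in both comparisons here, and 12 of the 234 genes that fell with the knockdown. These lists are narrower than the cell stress pathway, since they leave out HMOX1, SERPINH1 and CLU. The named genes that could be tested, HSPA1L, HSPA6 and HSPB1, passed in both comparisons, as did HSPA4L and DNAJB1. HSPA1A was not tested as a gene, since its 3 probe sets are shared with HSPA1B, and 1 with HSPA1L too. Tested singly, 2 of these passed in both comparisons (3.57 and -3.73, and 2.37 and -1.94).

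Fig. 5A gives its genes as ranked by fold change. Its order and the log2 change with NVP-HSP990 here had a Spearman rho of 0.39 (permutation test, p = 0.156), or 0.45 with 1 added in place of 16 (p = 0.0958), over 15 genes. HSPA6 came first and was the gene with the largest rise here too.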

Other observations

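No test in this part was chosen after its result was seen, while STC2 and HERPUD1 were named after their values were seen. With NVP-HSP990, all 15 tested genes of the amino acid and mitochondrial stress response had positive values (16 listed, median 0.83, camera adjusted p = 7.18e-18, and adjusted p = 0.00819 with an estimated correlation). SESN2, which restrains mTORC1 under stress, was called (1.35, standard error 0.17, adjusted p = 0.0113 from limma, 2 arrays against 2, and 9 genes adjusted over the list alone). The SESN2 call was lost without either array of shNTC cells with DMSO (adjusted p = 0.131 and 0.252) or of shHSF1 cells with NVP-HSP990 alone (0.0685 and 0.0787), and 2 members were called without either shHSF1 array with Doxycycline. VLDLR (1.15, adjusted p = 0.113), PCK2 (1.06, adjusted p = 0.117) and GDF15 (1.01, adjusted p = 0.279) did not pass. With the knockdown as well, against shNTC cells with Doxycycline and DMSO, 5 were higher (3 without the first array of either group with Doxycycline), with SESN2 at 2.11, GDF15, a stress cytokine, at 2.05 (standard error 0.25, adjusted p = 0.00140) and STC2 at 1.52, and a list median of 0.62 (adjusted p = 3.6e-06, and adjusted p = 0.119 with an estimated correlation). The knockdown comparison has NVP-HSP990 in both groups. It called 0 of these genes by limma (0 adjusted over the list alone, 3 at an unadjusted p under 0.05). The list had a median of -0.02, a mean of 0.03 and a camera adjusted p of 0.652 there.

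Of 20 genes of the unfolded protein response, all tested, CHAC1, which degrades glutathione (2.14, standard error 0.22, adjusted p = 0.00306), and DDIT3, the transcription factor CHOP (1.18, standard error 0.18, adjusted p = 0.0324), rose with NVP-HSP990 (5 adjusted over the list alone, median 0.08, camera adjusted p = 0.00194, and adjusted p = 0.0760 with an estimated correlation). CHAC1 was lost without the second shNTC array with DMSO (0.0590), and DDIT3 without any 1 array other than those of shHSF1 cells with Doxycycline (0.0527 to 0.470), so 0 rose without the former array and 1 without the others apart from the first shHSF1 array with NVP-HSP990 alone. With the knockdown as well 5 were higher (3 without the second shNTC array with Doxycycline), CHAC1 at 2.80, DDIT3 at 1.84, XBP1 at 1.51 and HERPUD1 at 0.96 among them (adjusted p = 0.0396, and adjusted p = 0.384 with an estimated correlation). The XBP1 call was lost without that array, at 1.47, and in 1 other setting (0.75, adjusted p = 0.0773). The knockdown under NVP-HSP990 called 0 of the 20 (0 adjusted over the list alone, 4 at an unadjusted p under 0.05, median 0.18, adjusted p = 0.137). Of the 12 oxidative stress genes, HMOX1 and SLC7A11, the cystine transporter (1.44, adjusted p = 0.00203), rose with NVP-HSP990 (2 adjusted over the list alone, median 0.12, adjusted p = 0.00452, and adjusted p = 0.0985 with an estimated correlation). The SLC7A11 call was lost without the second shNTC array with DMSO (0.0590), where 0 of the list rose, and 1 rose without either shHSF1 array with NVP-HSP990 alone. RGS2, a regulator of G protein signalling (1.80, standard error 0.16, adjusted p = 0.00121), and RAB39B (1.79, adjusted p = 0.00338, and 0.0866 without the second shNTC array with DMSO) also rose.

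Lower with NVP-HSP990 were ID1, an inhibitor of differentiation (-1.51, adjusted p = 0.00856), the potassium channel KCNJ2 (-1.21, adjusted p = 0.0151) and the immediate early gene IER3 (-0.99, adjusted p = 0.0492). ID1 and KCNJ2 were lost without the first (0.188 and 0.299) or the second (0.117 and 0.160) shNTC array with DMSO, KCNJ2 also without the second shHSF1 array with NVP-HSP990 alone (0.117), and IER3 without any 1 array other than those of shNTC cells with Doxycycline (0.102 to 0.599). IER3 was the only one of 17 immediate early genes called (5 higher and 4 lower adjusted over the list alone, median 0.06, camera adjusted p = 0.439). Genes of ERK pathway output were lower as a list, 12 of 16 negative (median -0.19, adjusted p = 0.00386, adjusted p = 0.313 with an estimated correlation, and 0.223 without the second shHSF1 array with NVP-HSP990 alone), as were G2 and M phase genes, 15 of 17 negative (median -0.09, adjusted p = 0.0272, adjusted p = 0.589 with an estimated correlation, 0.594 without the second shNTC array with DMSO and 0.367 without the first shHSF1 array with NVP-HSP990 alone). Limma called 0 members of either (0 adjusted over the list alone, 4 and 1 at an unadjusted p under 0.05). With the knockdown, ERK pathway output as a list did not pass (median 0.13, adjusted p = 0.287).

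For the remaining lists limma called 0 members with NVP-HSP990 and 0 adjusted over the list alone, and camera did not pass. They were heat shock factors and their binding proteins (3 of 7 tested, median 0.18, adjusted p = 0.243), the proteasome (27 of 31 tested, -0.05, adjusted p = 0.439), HSP90 clients (11 of 14 tested, -0.02, adjusted p = 0.597, 1 at an unadjusted p under 0.05), S phase genes (16 of 16 tested, 0.07 with a test direction of down, adjusted p = 0.934, 1 unadjusted), melanocyte lineage genes (4 of 10 tested, -0.09, adjusted p = 0.808), the interferon response (0.01, adjusted p = 0.934), p53 targets (0.09, adjusted p = 0.554), cholesterol synthesis (9 of 14 tested, -0.10, adjusted p = 0.557), fibroblast markers (6 of 9 tested, 0.16, adjusted p = 0.439) and housekeeping genes (9 of 10 tested, 0.02, adjusted p = 0.934), with 0 unadjusted where none is given. With the knockdown, LUM, which encodes lumican, was higher among the fibroblast markers (0.71, adjusted p = 0.0385, 1 adjusted over the list alone, lost at 0.0881 to 0.154 without any 1 array other than those of shNTC cells with Doxycycline), beside a list median of -0.13 with a test direction of up (adjusted p = 0.951). Limma called 0 with the knockdown in the proteasome (0.02, adjusted p = 0.592), HSP90 clients (0.02, mean -0.04, adjusted p = 0.951), S phase genes (adjusted p = 0.301, 2 unadjusted), melanocyte lineage genes (-0.24, adjusted p = 0.301), cholesterol synthesis (-0.01, mean 0.07, adjusted p = 0.504, 1 unadjusted and 1 adjusted over the list alone) and housekeeping genes (-0.07, adjusted p = 0.885). Hepatocyte markers (2 of 13 tested, medians 0.32 and -0.93, 1 lower with the knockdown adjusted over the list alone) and colon epithelial markers (2 of 12 tested, -0.08 and -0.01) were too few for camera, and limma called 0 of them in either comparison. Doxycycline in shNTC cells called S phase genes lower (median -0.17, adjusted p = 0.0112, and adjusted p = 0.949 with an estimated correlation) and p53 targets higher (0.20, adjusted p = 0.00473, and adjusted p = 0.945 with an estimated correlation).

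With the knockdown and NVP-HSP990 together against shNTC cells with Doxycycline and DMSO, 739 genes were called, 360 higher and 379 lower (459 and 457 without the first and second shNTC array with DMSO, 320 without the second with Doxycycline, and 446 and 263 without the shHSF1 arrays with Doxycycline). HSPA6 had a log2 change of 0.34 (adjusted p = 0.490). It ranged from 0.12 to 0.56 with 1 array left out and from 0.12 to 0.81 over all settings. HSPB1 was lower (-1.14, adjusted p = 0.00966). That call was lost without the second shHSF1 array with Doxycycline and without the second shNTC array with Doxycycline (-1.09 to -0.87).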
